# Decoding the role of H19 in cholestatic liver injury using snRNA-seq, spatial transcriptomics, and machine learning-based disease prediction

**DOI:** 10.1186/s13578-026-01590-3

**Published:** 2026-05-29

**Authors:** Grayson W. Way, Xixian Jiang, Hongkun Lu, Nan Wu, Derrick Zhao, Yun-ling Tai, Sareh Bayatpour, Xuan Wang, Huiping Zhou

**Keywords:** Primary sclerosing cholangitis, Cholestasis, SPP1, Machine learning, H19, Long non-coding RNA

## Abstract

**Background:**

Despite recent advances, Primary Sclerosing Cholangitis (PSC)-a chronic obstructive biliary disease-still lacks effective therapies to prevent disease progression or the need for liver transplantation. Moreover, up to 30% of transplant recipients experience recurrence. Long non-coding RNA H19 (H19) has been implicated in promoting PSC progression, yet the cellular and molecular mechanisms underlying its pathogenic role remain incompletely understood.

**Results:**

Liver tissues from age- and sex-matched wild type (WT), H19 knockout (H19KO), Mdr2 knockout (Mdr2KO), and double-knockout (DKO; Mdr2KO/H19KO) mice were analyzed using single-nucleus RNA sequencing (snRNAseq) and GeoMx spatial transcriptomics to define the cell type and spatially specific effects of H19 deletion in cholestatic liver injury. Machine learning models were built to develop cell-type-specific gene prediction signatures and cross-validated using the human dataset GSE243981. A disease-associated cholangiocyte subcluster that increased in Mdr2KO but was markedly reduced in DKO mice was identified. SPP1 signaling was significantly dysregulated in cholestatic liver injury and mitigated following H19 deletion. Translationally conserved healthy (Clu, Spp1) and diseased (Csmd1, Slco3a1, Cftr) cholangiocyte markers were identified. When validated in a human patient dataset (GSE243981), our machine-learning prediction models achieved AUC values > 0.869. Finally, spatial analyses demonstrated that the mitigation of disease-associated gene expression following H19 deletion was specifically restricted to hepatocytes within the bile duct region.

**Conclusions:**

H19 deletion mitigates cholestatic injury by suppressing pathogenic cholangiocyte states, normalizing Spp1-mediated signaling, and shifting transcriptional programs specifically within the periductal niche. Furthermore, our machine-learning signatures demonstrate robust cross-species translation and may benefit future post-transplant analytics and disease recurrence predictions.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13578-026-01590-3.

## Introduction

Primary sclerosing cholangitis (PSC) is a chronic, progressive hepatobiliary disease characterized by biliary fibrosis, obstructive cholestasis, and inflammation of the intrahepatic and extrahepatic bile ducts [1–3]. The disruption of bile acid homeostasis contributes to a cascade of metabolic and immune dysregulation, as bile acids are important signaling molecules. PSC progresses along a spectrum with eventual development of end-stage liver failure [4]. PSC is also associated with a markedly increased risk of malignancies, such as cholangiocarcinoma, gallbladder carcinoma, hepatocellular carcinoma, and colorectal carcinoma [5–10]. In the United States, PSC is the fifth leading indication for liver transplantation [11]. Furthermore, recurrence occurs in up to 30% of transplant recipients [11]. Despite the severity of the disease, no proven pharmacotherapies exist, largely due to an incomplete understanding of the cellular and molecular mechanisms underlying PSC pathogenesis [11].

The long non-coding RNA H19 (H19) has emerged as an important regulator of PSC disease progression [12, 13]. Previous research in our lab and others has shown that H19, which is normally not expressed in healthy hepatic tissues, is upregulated in PSC and exacerbates disease progression in Mdr2KO mice (the gold standard mouse model for PSC) [12, 14–19]. Elucidating the mechanisms by which H19 deletion leads to transcriptional network and cellular function alterations is key to uncovering novel therapeutic targets. To achieve this, we leveraged single-nucleus RNA sequencing (snRNA-seq) and spatial transcriptomic profiling. While single-cell RNA sequencing (scRNAseq) has advantages for profiling immune cells, snRNAseq offers several distinct benefits, including compatibility with frozen tissue, reduced dissociation-induced artifacts, and superior accuracy in profiling hepatocytes and cholangiocytes [20]. Spatial transcriptomic technology, such as GeoMx^®^ Digital Spatial Profiler (DSP), allows transcriptomic analysis at specific regions based on histological morphology.

In our previous work, we demonstrated that genetic deletion of H19 significantly reduced liver fibrosis and slowed disease progression in Mdr2KO mice [15, 17]. To investigate the cell-type-specific and spatial transcriptomic alterations induced by H19-deletion, we performed snRNAseq and NanoString GeoMx DSP using the mouse Whole Transcriptome Atlas (WTA) panel with liver tissues from wild type (WT), Mdr2KO, H19KO, and Mdr2KO/H19KO (DKO) mice. To extend the translational relevance of our findings, we integrated publicly available scRNAseq and snRNAseq datasets from human patients with cholestatic liver diseases and applied machine learning approaches to identify disease-associated gene signatures to predict disease progression.

## Materials and methods

### Animal studies

C57BL/6J Mdr2KO mice were gifted by Dr. Daniel Goldenberg, Department of Pathology, Hadassah-Hebrew University Medical Center, Jerusalem, Israel. Maternal C57BL/6J H19^ΔExon1/+^ (H19KO) mice were generated and gifted by Dr. Karl Pfeifer at the NIH. Dr. Jian-Ying Wang at the University of Maryland (Baltimore, MD, USA) provided the H19KO mice. Mdr2KO and H19KO (DKO) mice were generated as previously described [17]. The gender and age-matched littermates of WT, H19KO, Mdr2KO and DKO (female, 6-month-old) were used. Mice were housed under 12 h/12 h light and dark cycle with unrestricted access to water and standard chow *ad libitum*. All animal experiments followed institutional guidelines for ethical animal studies and were approved by the VCU Institutional Animal Care and Use Committee.

For GeoMx spatial transcriptomics, eight liver samples were collected from 6-month-old female mice (four Mdr2⁻/⁻ and four DKO). For single-nucleus RNA sequencing (snRNA-seq), liver tissues from 6-month-old female mice (one per genotype: WT, H19KO, Mdr2KO, and DKO) were flash-frozen in liquid nitrogen and stored at −80 °C until processing. To validate our key snRNA-seq findings and overcome the limitation of a single biological replicate for sequencing, independent qPCR validation was performed on a larger cohort of mice (n = 5–6 per group) to confirm the expression changes of key cluster markers. Region-of-interest (ROI) selection of GeoMx was guided by three fluorescent morphology markers-AF488-conjugated anti-αsmooth muscle actin (αSMA), AF594-conjugated anti-CD68, and AF647-conjugated anti-EpCAM-along with the nuclear dye Syto 83, enabling identification of hepatocyte-, macrophage-, and bile duct-containing regions. To eliminate potential selection bias, the region selector was blinded to the tissue samples’ genotype origin during ROI selection. Regions were strictly defined based on quantitative proximity to bile ducts: ‘close proximity’ was defined as hepatocytes within an approximately 400 µm radius centered on the adjacent bile duct, while ‘isolated’ hepatocytes were defined as those located outside of this 400µm radius. Tissue preparation and processing were performed following the manufacturer’s protocol.

## scRNAseq and snRNAseq data analysis

scRNAseq and snRNAseq analyses of both our dataset and the GSE243981 dataset were performed in R (version 4.3.3) utilizing the R package Seurat (version 5.1.0) [21, 22]. For our mouse snRNA-seq data, nuclei with > 2.5% mitochondrial gene content were excluded. For GSE243981, mitochondrial content filters of 5% (snRNA-seq) and 25% (scRNA-seq) were applied. Data normalization and scaling were performed using Seurat’s SCTransform function and data integration was performed utilizing Harmony, accounting for known batch variables (i.e., different experimental techniques used: scRNAseq, snRNAseq, 3’ and 5’ sequencing) following the Seurat SCTransform workflow [23]. Predicted cell-cell communication were inferred using the R package CellChatv2 (version 2.1.0) [24]. Pseudotime analyses for cell type progression with disease was performed using Monocle3 (version 1.4.26) [25]. LASSO regression analysis was performed using the R package glmnet (version 4.1.10) [26, 27]. Data visualization and statistical analyses were performed with SeuratExtend (version 1.2.5) [28]. Statistical significance was determined using the MAST algorithm via Seurat’s FindMarkers function.

## Machine learning modeling methods

To assess the robustness and predictive accuracy of input features, four supervised machine learning models were developed and evaluated: a multilayer perceptron (MLP) neural network, an extreme gradient boosting (XGBoost) classifier, a random forest classifier, and a logistic regression model. For initial exploratory validation, models were trained and tested on mouse data using a 70/30 train–test split. For disease prediction, WT and H19KO mice were grouped versus Mdr2KO and DKO, while for H19 prediction, WT and Mdr2KO were grouped versus H19KO and DKO. To avoid potential data leakage artifacts inherent to train-test splits within our specific mouse cohort, we prioritized cross-species validation to determine the true generalizability of our disease prediction models. For cross-species validation, each model was trained on the complete mouse dataset and subsequently tested on the entire human dataset (GSE243981). Mouse gene symbols were converted to their human orthologs using the gorth function in the gprofiler2 R package to enable translational comparison [29]. All models were evaluated using the area under the receiver operating characteristic curve (ROC-AUC) as the primary performance metric with the R package pROC [30]. For the human dataset cross-validation, binary health status ground-truth labels were explicitly defined as “Healthy” (0) for Neurologically Deceased Donor (NDD) samples, and “Diseased” (1) for both PSC and PBC patient samples.

## GeoMx data analysis

GeoMx^®^ data analysis was performed using the StandR R package following their pipeline [31]. QC was performed at both the region of interest (ROI) level and gene level to remove low-quality data. ROIs were filtered based on nuclear count, surface area, and library size using default thresholds. PCA was performed using the runPCA function from the scater package (version 1.36.0), and clustering was visualized using Uniform Manifold Approximation and Projection (UMAP) [32]. Different normalization (TMM, CPM, Upper quartile) and batch correction methods (RUV4, LimmaRemoveBatch, SVA) were tested. Ultimately, TMM normalization and RUV4 batch correction were used based on PCA and cluster separation statistics. Differential gene expression (DGE) analysis was performed using the limma R package (version 3.64.3) [33]. Significance was also tested and confirmed using DESeq2 (Version 1.48.1) [34].

## Results

### Identification of a disease-specific cholangiocyte cluster

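Single nuclei came from frozen liver of 1 mouse per genotype (WT, H19KO, Mdr2KO and DKO), and 10x Genomics 3′ libraries were sequenced from them. The authors deposited unnormalized counts of unique molecular identifiers (UMIs), which mark single RNA molecules, per gene and nucleus, with introns counted on mouse genome build mm10. The files hold 9731 barcodes for WT, 11190 for H19KO, 10525 for Mdr2KO and 10256 for DKO, with 40823018, 37526240, 40943828 and 35010355 UMIs, respectively. Nuclei with more than 2.5% mitochondrial UMIs were excluded, which removed 7.88% of WT, 27.7% of H19KO, 41.7% of Mdr2KO and 26.5% of DKO barcodes. The 30738 nuclei that remained (8964, 8095, 6139 and 7540) had median UMIs of 3563, 2164, 1811 and 1614, respectively. Counts were scaled to 10000 per nucleus, and Leiden clustering at resolution 1.0 on 30 principal components of the 2000 most variable genes gave 33 clusters. All 4 libraries were clustered together without integration, and doublets were kept. Expression in a cell type is given as UMIs of the gene per 1000000 UMIs (CPM), both summed over its nuclei, and genotypes are compared by log2 ratios of these values. With 1 mouse per genotype there was no replicate against which to check a difference between 2 genotypes, so such differences carry no p-value, and every 95% interval (exact Poisson for counts, Clopper-Pearson for shares) covers counting error only. Free RNA adds UMIs to every droplet: the endothelial genes Ptprb, Pecam1, Stab2 and Eng, counted in hepatocyte and cholangiocyte nuclei, gave an ambient share of 10.8% of UMIs in WT, 12.6% in H19KO, 11.4% in Mdr2KO and 18.6% in DKO, an estimate for these 4 genes that does not measure free RNA of hepatocytes. The paper describes the mice as sex-matched females. Xist, which is transcribed in female cells, was counted at 3271, 2962 and 2589 CPM in WT, H19KO and Mdr2KO and at 0.696 CPM in DKO, and the Y-linked gene Uty at 0.105, 0.154, 0.0999 and 30.3 CPM. A difference between DKO and any other library is therefore also a difference between libraries with unlike sex markers.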

Initial clustering and cell type annotation of the snRNAseq data identified 16 distinct clusters from 35,488 nuclei across all four genotypes. UMAP visualization confirmed proper integration across all genotypes and experimental techniques (Fig. 1A). 

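Each cluster was named by the marker list with the highest score, the mean level of its genes relative to the cluster in which each gene was highest. Hepatocytes were marked by Alb, Cps1, Hnf4a, Abcb11, Nr1h4, Asgr1 and Ttr, cholangiocytes by a list that includes Epcam, Krt19, Krt7, Sctr, Pkhd1, Bicc1 and Glis3, and cholangiocyte-like hepatocytes by Hnf4a, Sox4 and Sox9. A name required a score of at least 0.3, 3 markers at 10 CPM or more and no excess of another cell type's markers, limits that were set after the data had been seen. Clusters without a name held 31.2% of WT, 47.6% of H19KO, 28.9% of Mdr2KO and 24.1% of DKO nuclei. Hepatocyte nuclei of WT lay in clusters 0 (53.6%), 1 (33.7%) and 11 (11.4%), and those of H19KO in the same clusters (31.9%, 51.1% and 15.6%). In Mdr2KO and DKO, 81.2% and 71.3% of hepatocyte nuclei lay in cluster 2, and 16.7% and 23.8% lay in cluster 15, the cholangiocyte-like hepatocytes, which are part of the hepatocyte sums. Cholangiocyte nuclei lay in cluster 23 in WT (97.9%) and H19KO (94.9%) and in cluster 6 in Mdr2KO (88.0%) and DKO (59.2%), with cluster 16 holding the other 12.0% of Mdr2KO and 40.4% of DKO cholangiocytes. Comparisons between healthy and diseased hepatocytes or cholangiocytes therefore compare different clusters.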

Cell identity was assigned based on the expression of canonical maker genes, demonstrating high-fidelity clustering (Fig. 1B). Compared to WT and H19KO, Mdr2KO and DKO mice exhibited drastic increases in cholangiocytes, cholangiocyte-like hepatocytes, lymphocytes, and monocyte-derived macrophages (MdMQs) in terms of numbers and percent cell composition, accompanied by a reduction in hepatocytes and Kupffer cells, compared to their healthy counterparts (cholangiocytes, cholangiocyte-like hepatocytes, and hepatocytes percentage of cells *p* < 0.05) (Fig. 1C). 

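Cholangiocytes made up 1.05% of WT nuclei (95% interval 0.848 to 1.28) and 1.22% of H19KO nuclei, against 17.3% in Mdr2KO (16.3 to 18.2) and 19.0% in DKO (18.1 to 19.9). None of 8964 WT and 8095 H19KO nuclei lay in the cholangiocyte-like hepatocyte cluster, which allows shares of up to 0.0411% and 0.0456%. This cluster held 2.80% of Mdr2KO and 7.28% of DKO nuclei. Nuclei were not classified singly, and healthy hepatocytes formed other clusters without integration. The limits are therefore for this cluster and do not bound the share of such cells in WT and H19KO. Monocyte-derived macrophages rose from 0.881% and 0.852% in WT and H19KO to 7.33% and 7.69% in Mdr2KO and DKO, and T or NK lymphocytes from 0.736% and 1.52% to 5.29% and 4.48%. B lymphocytes were 0.379%, 0.865%, 0.766% and 0.663% of nuclei, with no separation of the groups. Hepatocyte clusters without the cholangiocyte-like cluster held 52.6% of WT, 31.4% of H19KO, 14.0% of Mdr2KO and 23.4% of DKO nuclei, and Kupffer cells 2.77%, 2.06%, 1.37% and 0.557%. The mean share in the Mdr2-null mice (Mdr2KO and DKO) minus that in the Mdr2-intact mice (WT and H19KO) was 17.0 percentage points for cholangiocytes, 5.04 for cholangiocyte-like hepatocytes, 6.64 for monocyte-derived macrophages, 3.76 for T or NK lymphocytes, −23.3 for hepatocytes and −1.45 for Kupffer cells. For each of these 6 types both Mdr2-null mice lay on the same side of both Mdr2-intact mice, and the exact two-sided permutation test gave p = 0.333, the smallest p that 2 mice against 2 allow. The hepatocyte difference was −12.7 points without the WT mouse, and that for cholangiocyte-like hepatocytes was 2.80 points without the DKO mouse. At Leiden resolution 0.5, where the macrophage clusters merged, the Kupffer difference became 5.79 points. With every unnamed and cholangiocyte-like nucleus counted as a hepatocyte, an upper limit, the hepatocyte shares were 83.8%, 79.0%, 45.8% and 54.7%.

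**Figure D1:**
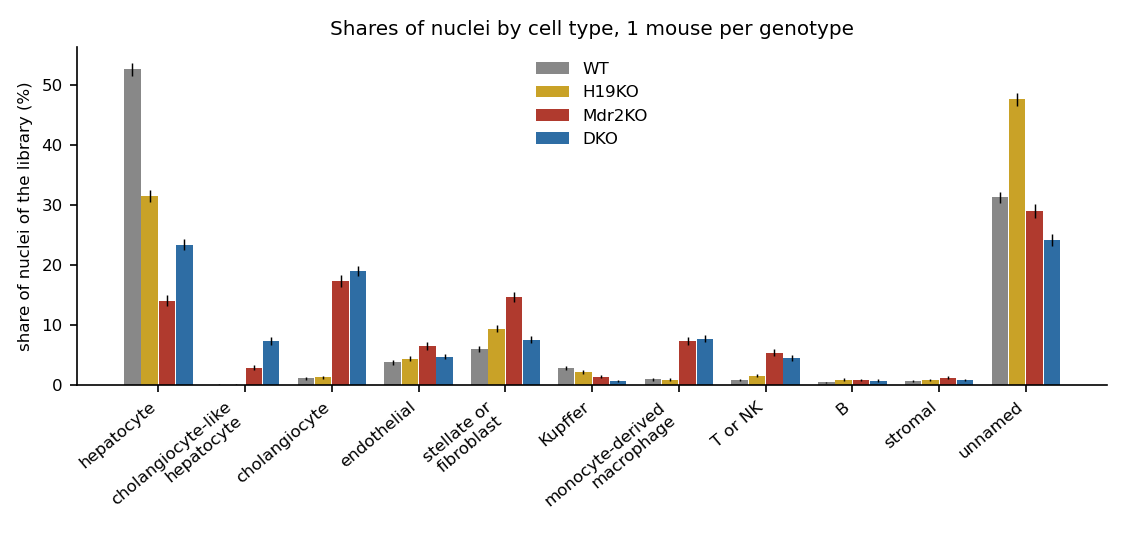
Share of the nuclei of each library (%) in each cell type, with 1 bar per genotype and error bars for the exact 95% binomial interval, which covers counting error only. Cholangiocytes reach 17.3% in Mdr2KO and 19.0% in DKO, against 1.05% in WT and 1.22% in H19KO.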

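The 94 WT, 99 H19KO, 1060 Mdr2KO and 1429 DKO cholangiocyte nuclei, clustered again at resolution 0.3, formed 6 sub-clusters. A sub-cluster of 170 nuclei, the healthy one, held 85.1% of the WT and 90.9% of the H19KO cholangiocytes and none from Mdr2KO or DKO. Its leading genes include Mup11, Mup17, Mup18 and Sult3a1. Each of these was counted in WT hepatocytes and had at most 1 UMI in Mdr2KO hepatocytes. Free hepatocyte RNA may therefore be part of what sets this sub-cluster apart. The largest sub-cluster, of 1744 nuclei, had the highest level of Csmd1 of the 6, at 645 CPM, against 34.3 CPM in the healthy sub-cluster. A further 584 nuclei from Mdr2KO and DKO, with no WT or H19KO nucleus among them, formed a sub-cluster led by Dmbt1 (ENSMUSG00000047517, protein-coding, chromosome 7 from 131032053 to 131121630) with Csmd1 at 28.1 CPM. It held 9.62% of the Mdr2KO and 33.7% of the DKO cholangiocytes. A sub-cluster of 51 nuclei, led by the proliferation gene Top2a, held 1.89% and 2.17% of them. A sub-cluster of 108 nuclei, with a median of 5209 UMIs, was led by genes that include Cyp2c69, Lipc and Gckr and had the hepatocyte marker Cps1 at 4583 CPM, against 982 CPM in the healthy sub-cluster. It held 12.8% of the WT, 6.06% of the H19KO, 2.74% of the Mdr2KO and 4.27% of the DKO cholangiocyte nuclei, but 38.1%, 17.5%, 9.13% and 12.6% of their UMIs, and is part of the cholangiocyte sums. This group of 108 nuclei is called the sub-cluster led by hepatocyte genes below. Whether its nuclei are hepatocytes, doublets or cells between the types was not tested. A last sub-cluster of 25 nuclei came from DKO alone.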

Subclustering of cholangiocytes identified a disease-associated cholangiocyte cluster (cluster 2) (Fig. 2A). Pseudotime trajectory analysis using monocle3 indicated that Cluster 2 corresponded to a late-stage disease state (Fig. 2B). Notably, H19 deletion in Mdr2KO mice significantly reduced both the number and percentage of cholangiocytes within this cluster (Fig. 2C). 

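The Csmd1-high sub-cluster held 85.8% of Mdr2KO cholangiocytes (909 of 1060, 95% interval 83.5 to 87.8) and 58.1% of DKO cholangiocytes (830 of 1429, 55.5 to 60.7). It held 2 of the 94 WT and 3 of the 99 H19KO nuclei. The setting that moved these shares most counted nuclei without clusters, as those with at least 2 Csmd1 UMIs after each was thinned to 1200 UMIs, with shares of 22.0% (19.4 to 24.9) in Mdr2KO and 2.00% (1.26 to 3.01) in DKO. Among the clusterings of the same nuclei, resolution 0.6 moved them most, to 76.1% in Mdr2KO and 4.20% in DKO. The share was lower in DKO than in Mdr2KO at every one of the 8 settings tried. Within the sub-cluster itself, Csmd1 stood at 1029 CPM (988 to 1070) in Mdr2KO and 132 CPM (116 to 150) in DKO, a log2 ratio of −2.96 (−3.15 to −2.77). At resolution 0.6, where the sub-cluster held 807 Mdr2KO and 60 DKO nuclei, the ratio within it was −0.59 (−0.89 to −0.31) and outside it −2.10 (−2.37 to −1.82).

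**Figure D2:**
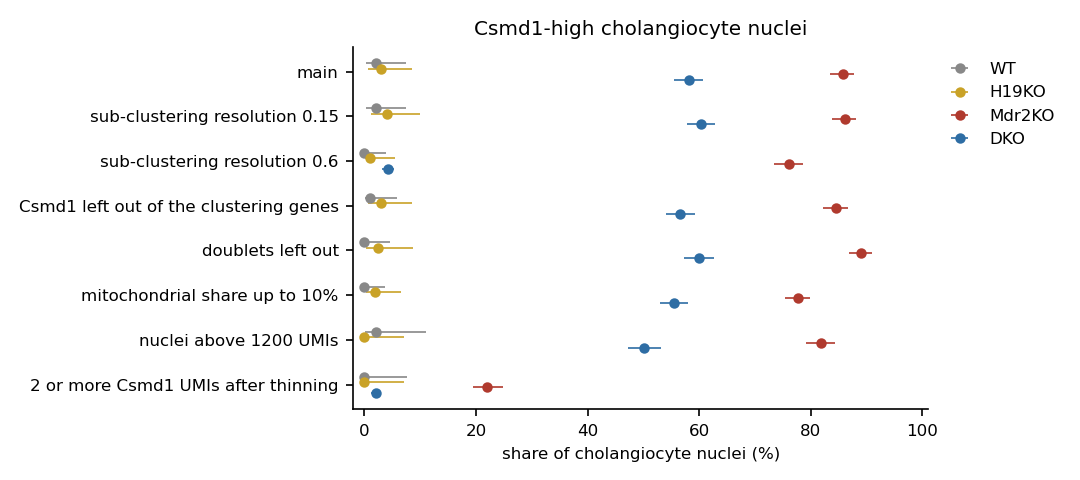
Share of cholangiocyte nuclei (%) in the Csmd1-high group at each setting, with points for the 4 genotypes. Mdr2KO lies above DKO at each setting, with 85.8% and 58.1% at the resolution used here and 76.1% and 4.20% at resolution 0.6.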

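Csmd1 (ENSMUSG00000060924, protein-coding, chromosome 8 from 15892537 to 17535586) had 4 UMIs in WT cholangiocytes, 30 in H19KO, 2621 in Mdr2KO and 309 in DKO. These counts correspond to 23.3 CPM (6.36 to 59.7), 187 CPM (126 to 267), 843 CPM (811 to 876) and 84.8 CPM (75.6 to 94.8). The log2 ratio was 5.18 (3.82 to 7.05) for Mdr2KO against WT and −3.31 (−3.49 to −3.14) for DKO against Mdr2KO. At least 1 Csmd1 UMI was seen in 37.6% of Mdr2KO and 6.02% of DKO cholangiocytes, with median depths of 2478 and 1926 UMIs. In T or NK lymphocytes, which serve as a type without the gene, it was seen in 4.62% and 2.37% of nuclei at median depths of 1109 and 904 UMIs. Only 4 of the 99 H19KO cholangiocytes held a Csmd1 UMI, and the log2 ratio of H19KO against WT, 3.00 (1.5 to 4.97), became −0.62 with doublets left out and −0.12 after thinning.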

The top marker gene for cluster 2 was *Csmd1* (CUB And Sushi Multiple Domains 1), which was markedly upregulated in disease and downregulated upon H19 deletion (Supp. Figs. 1 and 2D).

**Fig. 1:**
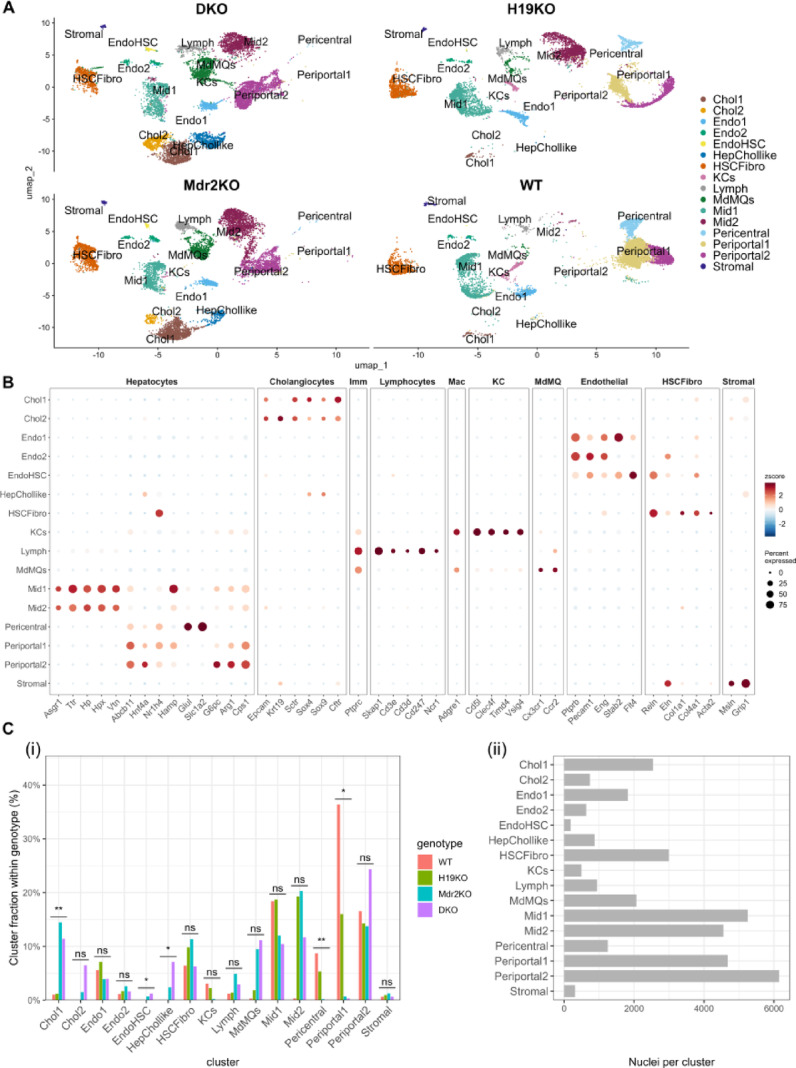
Single-nucleus transcriptomic atlas of healthy and cholestatic mouse livers. **A** Uniform Manifold Approximation and Projection (UMAP) visualization of the clustering of 35,488 nuclei sequenced from all samples, WT, H19KO, Mdr2KO and DKO, respectively). **B** Dot plot showing canonical marker genes used to assign cell-type identities to each cluster. **C** Bar plots depicting (i) the proportional representation of each cluster by genotype and (ii) the absolute nuclei counts for each cell type (Significance determined using Welch’s t-test comparing WT and H19KO percentages vs. Mdr2KO and DKO, * *p* < 0.05). Note: Mice only contained one mouse per-genotype. Primarily used for exploratory purposes

**Fig. 2:**
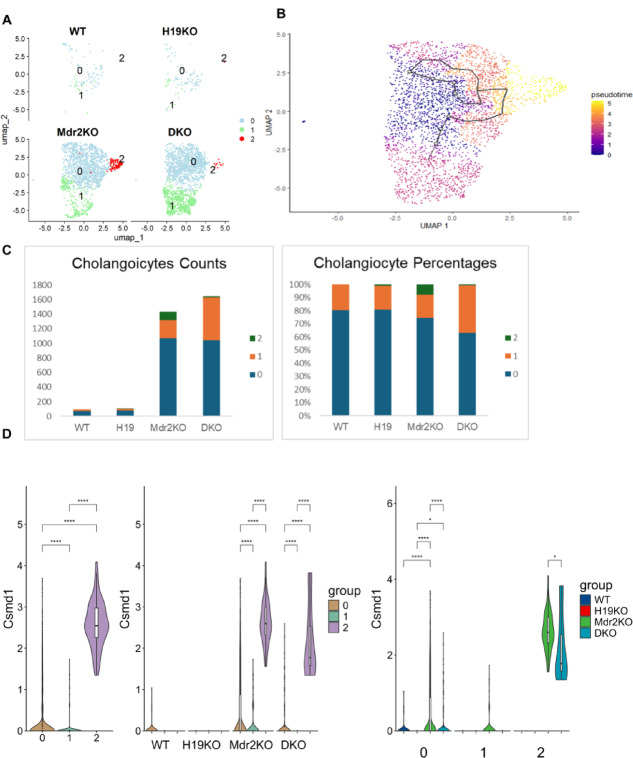
snRNAseq reveals disease-associated cholangiocyte subtype.** A** UMAP visualization of subclustered cholangiocytes across all genotypes,** B** Pseudotime trajectory of cholangiocyte subclusters, with color denoting progression along the disease axis from healthy (purple) to late-stage disease (yellow), **C** Bar plots showing the proportional distribution of cholangiocyte subtypes across samples, **D** Violin plots illustrating *Csmd1* expression—the top marker of cluster 2—displayed (left) across all clusters, (middle) across clusters within each genotype, and (right) by cluster stratified by genotype. (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; Wilcoxon test implemented *via* Seurat Extend). Note: Mice only contained one mouse per-genotype. Primarily used for exploratory purposes

## Cellular pathways altered in PSC and ameliorated by H19 deletion

CellChatv2 analysis was performed to identify significant cell-cell signaling networks and crosstalk interactions altered in Mdr2KO mice and to evaluate pathways modulated by H19 deletion. The total number of inferred interactions identified for WT, H19KO, Mdr2KO, and DKO were 255, 180, 573, and 438, respectively (Supp. Fig. 2). Importantly, we opted not to artificially downsample the data to equalize cell proportions across genotypes prior to this analysis. A key feature of cholestatic disease progression is the shift in tissue cellular composition—driven by immune cell recruitment, cell death, and state transitions such as the ductular reaction. Because these compositional changes directly alter the probability of cell-cell contact and ligand-receptor engagement in vivo, retaining the true cell proportions preserves these biologically meaningful microenvironmental signals. However, because these interaction counts are derived from single biological replicates (*n* = 1 per genotype), the overall interaction numbers should be interpreted with caution as exploratory findings. Among the pathways examined, we focused specifically on Spp1 (osteopontin), collagen, laminin, and FN1 (fibronectin) signaling, as they are key components of the extracellular matrix (ECM) closely tied to the fibrotic pathology of PSC. While Spp1 was selected due to its known association with cholangiocytes, a primary cell type of interest in cholestatic injury. These pathways were all significantly upregulated in Mdr2KO compared to WT and were normalized toward WT in DKO mice (*p*-value < 0.05) (Fig. 3A-B, Supp. Figs. 3, 4 and 5). 

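Expression of the genes in these pathways was compared over all nuclei of each library, and the CellChat model itself was not run. The 14 collagen and laminin genes reported here all had a higher level in Mdr2KO than in WT, with log2 ratios from 0.86 (0.66 to 1.06) for Lamb3 to 4.23 (3.90 to 4.57) for Lama5. In DKO against Mdr2KO, 8 of the 14 were lower with an interval below 0, from −0.29 (−0.37 to −0.20) for Col3a1 to −2.17 (−2.47 to −1.87) for Lama1. Col1a1 (0.29, 0.11 to 0.47) and Lama5 (0.27, 0.14 to 0.40) were higher, and the intervals of Col1a2, Lama3, Lamb2 and Lamc1 included 0. Fn1 (ENSMUSG00000026193, protein-coding, chromosome 1 from 71585520 to 71653200) was counted at 1310 CPM in WT, 612 CPM in Mdr2KO and 638 CPM in DKO, log2 ratios of −1.10 (−1.13 to −1.07) and 0.06 (0.02 to 0.09). These sums also follow cell composition, since stellate cells and fibroblasts were 14.6% of Mdr2KO and 7.51% of DKO nuclei. Within stellate cells and fibroblasts, Col1a1 (ENSMUSG00000001506, protein-coding, chromosome 11 from 94936224 to 94953042) was higher in DKO (210 CPM) than in Mdr2KO (74.5 CPM), with a log2 ratio of 1.49 (1.19 to 1.80), as were Col3a1 (0.75, 0.63 to 0.86) and Lama2 (0.22, 0.10 to 0.35).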

Notably, Spp1 emerged as a major signaling pathway dysregulated in cholestatic liver injury and restored by H19 deletion. 

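In the WT liver, Spp1 (ENSMUSG00000029304, protein-coding, chromosome 5 from 104435118 to 104441050) had 116 UMIs in 94 cholangiocyte nuclei, 676 CPM (559 to 811). Its level was 3.57 CPM (2.82 to 4.46) in hepatocytes, 6.73 CPM in Kupffer cells, 13.0 CPM in stellate cells and fibroblasts, 16.5 CPM in endothelial cells and 28.2 CPM in the unnamed clusters. At least 1 Spp1 UMI was seen in 56.4% of WT cholangiocytes and 2.82% of Kupffer cells, at median depths of 1191.5 and 2156 UMIs. In H19KO cholangiocytes the level was 324 CPM (242 to 425) from 52 UMIs, a log2 ratio to WT of −1.06 (−1.56 to −0.58).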

In healthy liver, *Spp1* expression is predominately observed in cholangiocytes, mediating signaling to Kupffer cells. In contrast, during disease progression, Spp1 expression shifts to mid-lobular hepatocytes, indicating altered paracrine signaling (Fig. 3C-D, Supp. Fig. 6A-B). 

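In hepatocytes, Spp1 rose from 77 UMIs in WT to 1177 UMIs in Mdr2KO, 174 CPM (164 to 185), a log2 ratio of 5.61 (5.28 to 5.96). The alternative that moved this ratio most, which added the unnamed hepatocyte-like clusters and was chosen after seeing the data, gave 4.95. Spp1 was counted in every other cell type of Mdr2KO as well, at 290 CPM in monocyte-derived macrophages, 337 CPM in stellate cells and fibroblasts, 387 CPM in T or NK lymphocytes, 397 CPM in endothelial cells and 619 CPM in cholangiocytes. At least 1 Spp1 UMI was seen in 59.9% of Mdr2KO hepatocytes at a median depth of 5341 UMIs and in 53.8% of T or NK lymphocytes at 1109 UMIs. With each nucleus thinned to 1200 UMIs the shares were 23.6% and 42.9%. Hepatocyte genes such as Ttr also stood higher in T or NK lymphocytes (1835 CPM) than in the main hepatocyte cluster (1075 CPM), so these shares do not show whether hepatocytes transcribe Spp1. The 172 cholangiocyte-like nuclei, part of the hepatocytes here, held 364 of the 1177 UMIs, at 477 CPM (429 to 529). The markers by which the paper defines mid-lobular hepatocytes (Asgr1, Ttr, Hp, Hpx and Vtn) scored highest in cluster 3, with 1312 Mdr2KO nuclei of median depth 681 UMIs and 1124 DKO nuclei of median depth 609.5 UMIs. This cluster was left without a name because it also held RNA of other cell types, and Spp1 stood there at 1277 CPM in Mdr2KO. The Spp1 level of cluster 2, the main hepatocyte cluster, was 10.5% (9.64 to 11.5) of that in cluster 3. For 5 genes of other cell types the same percentage was 8.22 (Krt19), 9.79 (Lyz2), 9.85 (Epcam), 10.6 (Igha) and 14.3 (Igkc).

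**Figure D3:**
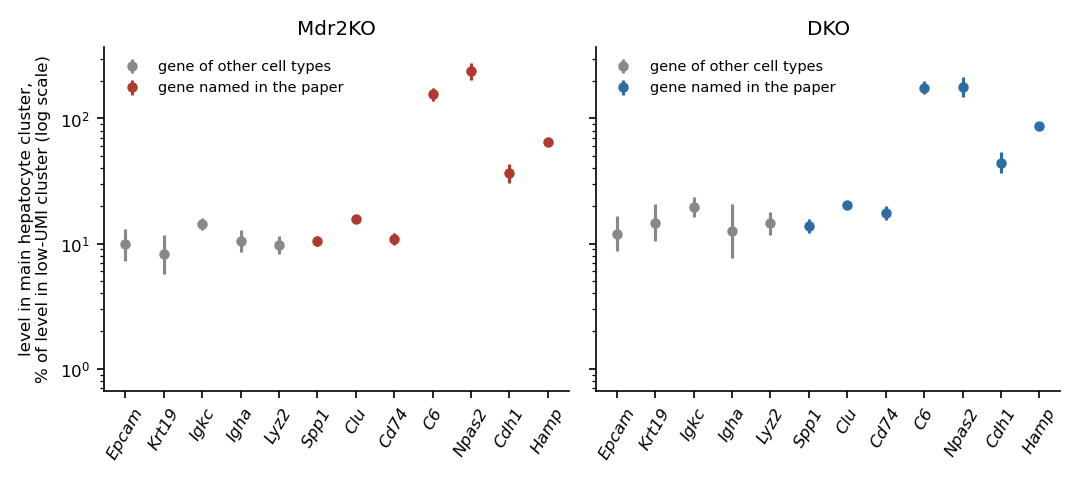
Level of each gene in the main hepatocyte cluster as a percentage of its level in the low-UMI cluster (log scale), in Mdr2KO and in DKO, with bars for the 95% counting interval. Grey marks are genes of other cell types and coloured marks are genes named in the paper; in Mdr2KO Spp1 lies at 10.5% and Krt19 at 8.22%, while C6 lies at 156%.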

H19 deletion significantly reduces Spp1 expression and outgoing Spp1-mediated signaling from mid-lobular hepatocytes (*p* < 0.05) (Fig. 3C-D). 

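Spp1 in DKO hepatocytes stood at 119 CPM (112 to 126), a log2 ratio to Mdr2KO of −0.55 (−0.67 to −0.43). In cluster 2 alone it fell from 134.5 to 79.0 CPM, a log2 ratio of −0.77 (−0.92 to −0.61), and in the low-UMI cluster from 1277 to 572 CPM, −1.16 (−1.31 to −1.01). Its level also fell from 387 to 248 CPM in T or NK lymphocytes, from 397 to 253 CPM in endothelial cells and from 337 to 256 CPM in stellate cells and fibroblasts. Over all nuclei the ratio was −0.76 (−0.81 to −0.71), and in cholangiocytes −1.03 (−1.14 to −0.93). The hepatocyte ratio was −0.85 with the unnamed hepatocyte-like clusters added, a setting chosen after seeing the data, and −0.35 as a mean over nuclei.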

Ligand-receptor analysis revealed that the top predicted interactions in the Spp1 pathway were Spp1-Cd44, Spp1-(Itgav + Itgb6), and Spp1-(Itga4 + Itgb1). 

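In cholangiocytes, Itgav (ENSMUSG00000027087, protein-coding, chromosome 2 from 83724397 to 83806916) rose from 87.5 CPM in WT to 724 CPM in Mdr2KO, a log2 ratio of 3.05 (2.32 to 3.89), and Itgb6 (ENSMUSG00000026971, protein-coding, chromosome 2 from 60598292 to 60722643) from 23.3 CPM (4 UMIs) to 353 CPM (1097 UMIs), 3.92 (2.56 to 5.80). In DKO against Mdr2KO cholangiocytes, Itgav had a ratio of −0.43 (−0.52 to −0.34) and Itgb6 of −0.67 (−0.80 to −0.54). Itgb1 rose by 0.98 (0.29 to 1.77) on the log2 scale in Mdr2KO against WT cholangiocytes and differed by −0.12 (−0.29 to 0.04) in DKO against Mdr2KO. Itga4 had no UMI in WT cholangiocytes, 34 in Mdr2KO and 32 in DKO. In hepatocytes, Itgav rose from 62.1 to 187 CPM in Mdr2KO, 1.59 (1.48 to 1.70), where 812 of its 1263 UMIs lay in the 172 cholangiocyte-like nuclei and T or NK lymphocytes held 183 CPM.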

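Cd44 (ENSMUSG00000005087, protein-coding, chromosome 2 from 102811141 to 102901665) was counted in Kupffer cells of all 4 libraries, at 209 CPM (182 to 238) in WT, 372 CPM (314 to 439) in H19KO, 667 CPM (566 to 780) in Mdr2KO and 697 CPM (528 to 903) in DKO. The Kupffer cluster held 248, 167, 84 and 42 nuclei, respectively. In hepatocytes Cd44 was at 2.96 CPM in WT and 67.2 CPM in Mdr2KO, where 324 of its 454 UMIs lay in the 172 cholangiocyte-like nuclei (425 CPM) and the main hepatocyte cluster held 20.8 CPM, less than the 219 CPM in T or NK lymphocytes.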

Notably, Spp1-Cd44 signaling between cholangiocytes and Kupffer cells was present only in healthy liver and was lost in Mdr2KO mice, whereas the other Spp1 interactions were uniquely predicted in Mdr2KO mice (Fig 4 A-B).

**Fig. 3:**
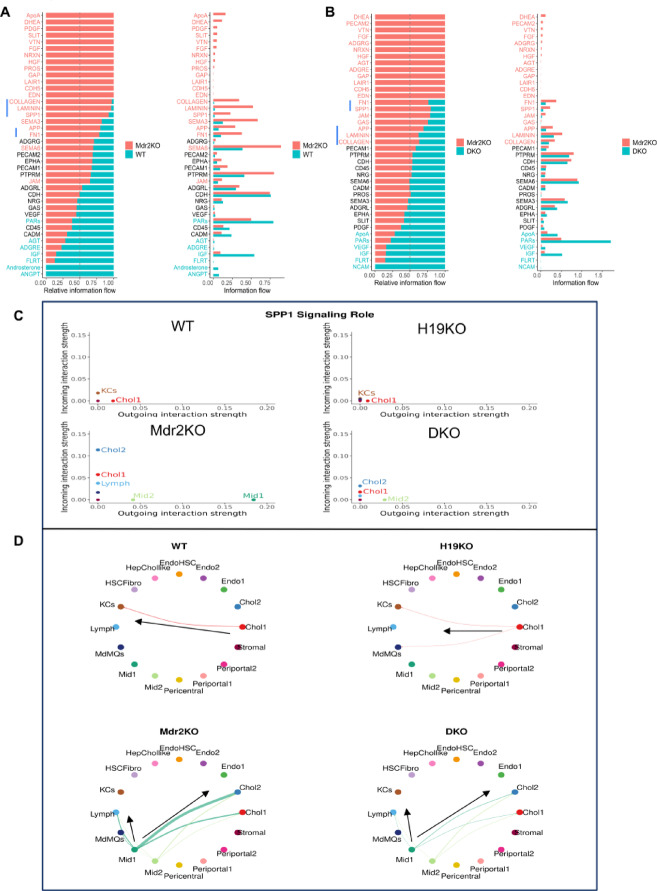
H19 deletion significantly ameliorates disease-associated cell-signaling alterations. Relative information flow plots showing pathways significantly altered between Mdr2KO and WT (**A**) or DKO (**B**) mice. Colored pathways denote significant changes (peach = increased, teal = decreased in Mdr2KO). Scatter (**C**)and circle (**D**) plots illustrating SPP1 signaling dynamics. In healthy mice, Spp1 is primarily expressed by cholangiocytes, but shifts to mid-lobular hepatocytes in Mdr2KO livers; H19 deletion markedly reduces this ectopic hepatocyte expression. Line color indicates ligand source, and line width represents interaction strength. Note: Mice only contained one mouse per-genotype. Primarily used for exploratory purposes

## Diseased cholangiocyte gene prediction model and identification of novel healthy markers

Differential gene expression (DGE) analysis of subclustered cholangiocytes, combined with LASSO regression-based feature selection, identified six genes (*Clu*, *Spp1*, *Slco3a1*, *Cd44*, *Anxa3*, *Cftr*) for machine learning-based prediction modeling of cholangiocyte disease status (Fig. 4C). Among these, *Clu* and *Spp1* were strongly associated with healthy cholangiocytes, whereas *Slco3a1*, *Cd44*, *Anxa3*, *Cftr* were enriched in diseased cholangiocytes in Mdr2KO and DKO mice (adj. *p* < 0.001) (Fig. 4C). 

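Counts summed over the cholangiocyte nuclei of each mouse were compared between Mdr2-null (Mdr2KO and DKO) and Mdr2-intact (WT and H19KO) livers, 2 mice against 2, with edgeR's quasi-likelihood test and TMM normalization. Of 12172 genes tested, 750 passed an adjusted p of 0.05, 297 higher and 453 lower in the Mdr2-null mice. DESeq2 on the same sums called 769 genes, 685 of them among the 750. The WT and H19KO sums rest on 171483 and 160389 UMIs, against 3109510 in Mdr2KO and 3644750 in DKO. Without the WT mouse 102 genes passed, without H19KO 263, without Mdr2KO 761 and without DKO 828; in these fits a group of 1 mouse is assumed to vary like the other group. The largest rises by the rule set for naming genes were in Dmbt1, A830018L16Rik and Asz1, each with no UMI in WT and H19KO and with adjusted p of 0.0273, 0.00273 and 0.00142. The largest falls were in Mup11, Mup17 and Mup18, each with no UMI in Mdr2KO and DKO. Mup11 and Mup18 also fell to 0 UMIs in Mdr2KO and DKO hepatocytes, from 138 and 87.8 CPM in WT hepatocytes, so their falls in cholangiocytes are not separated from free hepatocyte RNA. Without the sub-cluster led by hepatocyte genes, left out after seeing the data, edgeR called 529 genes, 470 of them among the 750. Since 1 group is at 0 for each of these 6 genes, their fitted fold changes depend on the prior count and are not given. Genes were also ranked by ratio between single libraries, with a count of 0 set to 3 and counts of 1 or 2 kept. Dmbt1, A830018L16Rik and Asz1, with no UMI in WT, therefore rank below genes with 1 or 2 UMIs there. By this ranking the largest rises in Mdr2KO against WT cholangiocytes were in Kcnq5, Dclk1 and Cd44 (log2 ratios 6.41, 6.14 and 6.00, on 1, 2 and 2 UMIs in WT). The largest falls were in Cyp2c69, a leading gene of the sub-cluster led by hepatocyte genes, Kcnma1 and Acss2 (−6.48, −3.81 and −3.41). The largest changes of DKO against Mdr2KO were rises in Uty (105 UMIs against 0), Kcnc2 and Adgrg7 (3.42 and 3.15) and falls in Xist, Tsix and Csmd1 (−12.33, −7.28 and −3.31). In data simulated with 100 genes changed 4-fold, 71 were called, and of 100 changed 2-fold 15 were called.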

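In Mdr2KO against WT cholangiocytes, Slco3a1 (ENSMUSG00000025790, protein-coding, chromosome 7 from 74275419 to 74554780) had a log2 ratio of 2.72 (2.36 to 3.11), from 350 to 2307 CPM. Anxa3 (ENSMUSG00000029484, protein-coding, chromosome 5 from 96793339 to 96845966) had a ratio of 3.21 (2.37 to 4.22), from 11 UMIs to 1849, and Cftr (ENSMUSG00000041301, protein-coding, chromosome 6 from 18170687 to 18322768) of 3.78 (2.73 to 5.10), from 7 UMIs to 1744. Cd44 had 2 UMIs in WT and 2316 in Mdr2KO, a ratio of 6.00 (4.14 to 9.04). At median depths of 2478 and 1109 UMIs, Slco3a1 was seen in 90.3% of Mdr2KO cholangiocytes against 36.6% of T or NK lymphocytes, Anxa3 in 64.8% against 4.62%, and Cftr in 56.4% against 4.62%. Clu (ENSMUSG00000022037, protein-coding, chromosome 14 from 65968483 to 65981547) rose from 851 CPM (719 to 1001) in WT to 1696 CPM (1650 to 1742) in Mdr2KO cholangiocytes, 0.99 (0.76 to 1.24). For Spp1 the ratio was −0.13 (−0.40 to 0.15). In T or NK lymphocytes Clu rose from 242 to 1375 CPM and Spp1 from 14.3 (2 UMIs) to 387 CPM, so the 2 ratios in cholangiocytes are not separated from a rise of free RNA. Without the sub-cluster led by hepatocyte genes, which holds 38.1% of the WT cholangiocyte UMIs and was left out after seeing the data, the ratio was −0.64 (−0.92 to −0.35) for Spp1, 0.60 (0.34 to 0.87) for Clu and 2.24 (1.86 to 2.64) for Slco3a1.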

Biologically, the emergence of this signature aligns with known cholestatic injury responses; for example, the upregulation of ion and anion transporters like *Cftr* and *Slco3a1* likely reflects a compensatory mechanism by cholangiocytes to aid in fluid secretion and bile efflux during obstructive injury. Three of the disease associated genes (*Slco3a1*, *Anxa3*, *Cftr*) were significantly reduced towards WT levels in DKO mice, indicating that H19 deletion mitigates their dysregulation (Fig. 4C). 

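In DKO against Mdr2KO cholangiocytes, Slco3a1 had a log2 ratio of −0.40 (−0.45 to −0.35), Anxa3 of −0.78 (−0.88 to −0.67) and Cftr of −0.44 (−0.54 to −0.34). All 3 remained far above WT, with Anxa3 at 347 CPM in DKO against 64.1 CPM in WT and Cftr at 414 against 40.8 CPM. Cd44 had a ratio of 0.24 (0.17 to 0.32) and Clu of −0.05 (−0.10 to 0.00).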

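Clu was counted at 152 CPM (147 to 157) in WT, 143 CPM in H19KO, 733 CPM (712 to 753) in Mdr2KO and 923 CPM (904 to 942) in DKO hepatocytes. The log2 ratio was 2.27 (2.21 to 2.33) for Mdr2KO against WT and 0.33 (0.28 to 0.38) for DKO against Mdr2KO. T or NK lymphocytes held more of it, at 1375 CPM in Mdr2KO and 1479 CPM in DKO, and a UMI was seen in 89.8% of them at a median of 1109 UMIs, against 96.6% of hepatocytes at 5341 UMIs in Mdr2KO. Free RNA in the droplets is part of both levels, and hepatocyte genes such as Ttr also stood higher in T or NK lymphocytes (1835 CPM) than in the main hepatocyte cluster (1075 CPM). The level of Clu in the main hepatocyte cluster was 15.8% (15.2 to 16.5) of that in the low-UMI cluster in Mdr2KO and 20.3% (19.5 to 21.2) in DKO.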

A striking spatial shift was observed for *Spp1* and *Clu*, which transitioned from cholangiocyte-restricted expression in healthy liver to ectopic expression in mid-lobular hepatocytes in diseased liver, suggesting substantial rewiring of cellular identity and intercellular signaling during disease progression (Supp. Fig. 6A–B). Cholangiocyte gene changes were confirmed in mouse and human liver tissue with real-time quantitative polymerase chain reaction (RT-qPCR) (Supp. Fig. 7).

**Fig. 4:**
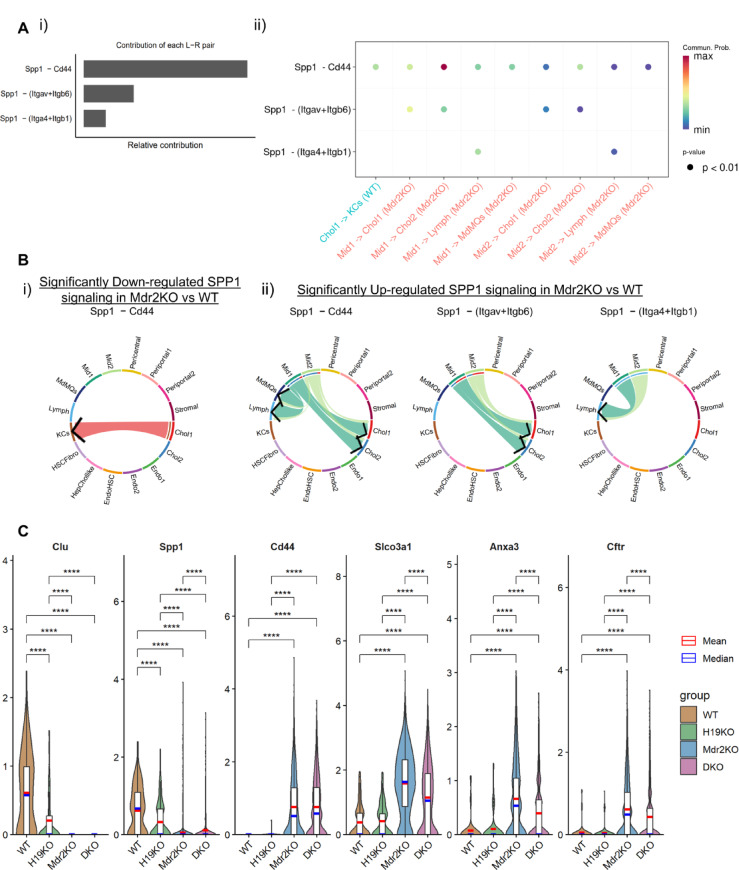
Altered signaling pathways and genes distinguishing cholangiocyte disease status. **A** (i) Relative contribution of the SPP1 signaling pathway of Mdr2KO mice. (ii) Net-signaling role dot plot showing predicted SPP1 ligand-receptor interactions; dot color indicates communication probability (brown = maximum, blue = minimum). Blue and peach labels denote interactions enriched in WT and Mdr2KO, respectively. **B** Chord plots depicting cell-to-cell communication for each predicted ligand-receptor pair, separated by WT (i) and Mdr2KO (ii). Line color indicates ligand source; line thickness reflects interaction strength. Differential expression and LASSO analyses identified six genes for disease-prediction modeling. **C** Violin plots showing expression of these genes in mice. H19 deletion significantly reversed expression of disease-associated genes (*Slco3a1*, *Anxa3*, *Cftr*, *Cd44*) toward WT levels, except *Cd44*. (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; Wilcoxon test, SeuratExtend). Note: Mice only contained one mouse per-genotype. Primarily used for exploratory purposes

### Cholangiocyte disease prediction model testing in humans

The expression patterns of six model genes (*Clu*, *Spp1*, *Slco3a1*, *Cd44*, *Anxa3*, *Cftr*) were evaluated in human cholangiocytes using the GSE243981 dataset (both scRNAseq and snRNAseq). To evaluate disease specificity, we compared expression trends among neurologically deceased donors (NDD, healthy controls), PSC, and PBC patients. Five of the six genes demonstrated the same significant expression trends in PSC patient cholangiocytes as observed in mice (p < 0.05). Importantly, these genes largely functioned as shared ‘cholestasis-associated’ markers, exhibiting similar directional trends in both PSC and PBC patients relative to healthy NDD controls, with two notable exceptions. *Cftr* and *Cd44* were specifically increased in PSC patients when combining scRNA-seq and snRNA-seq datasets (Fig. 5). *Cftr* expression was significantly increased in the combined (sc/snRNA-seq) analysis (Fig. 5A) but did not reach significance in the scRNA-seq-only analysis (Fig. 5B). *Cd44* was consistently and significantly elevated in PSC versus PBC patients; however, it was only significantly higher relative to healthy controls in the scRNA-seq-only dataset (Fig. 5B). These six genes were subsequently used to construct cholangiocyte disease prediction models using four supervised machine learning algorithms: multilayer perceptron (MLP) neural network, XGBoost, random forest, and logistic regression. Applying our binary classification strategy (NDD as health control versus both PSC ad PBC), ROC–AUC analysis demonstrated robust performance, with AUC values > 0.873 in human cholangiocytes from GSE243981. This supports the translational relevance of the gene signatures and the predictive models across species (Fig. 5C).

**Fig. 5:**
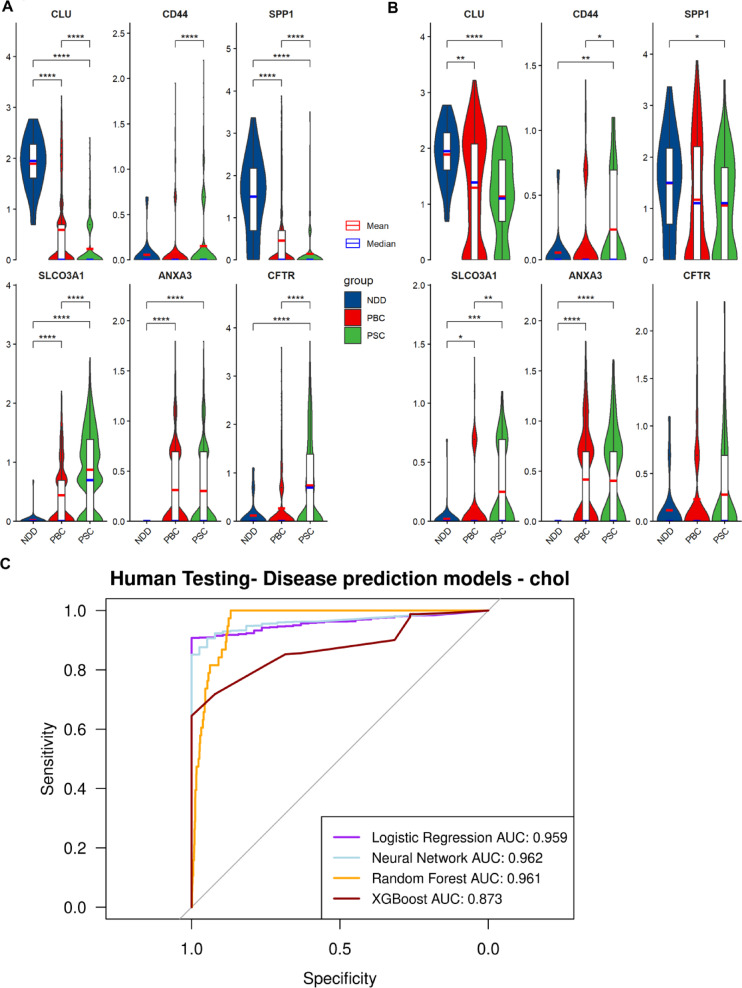
Cross-species validation of cholangiocyte disease-prediction genes. Mouse-derived disease prediction model genes (WT and H19KO versus Mdr2KO and DKO) were tested on public human cholangiocyte data (GSE243981) subclustered from sc/snRNA-seq samples integrated with Harmony to correct for sequencing-method batch effects. **A** Violin plots showing expression of prediction-model genes across neurologically deceased donors (NDD), primary biliary cholangitis (PBC), and primary sclerosing cholangitis (PSC) patients using combined sc/snRNA-seq data. **B** Violin plots showing expression using only scRNA-seq samples (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; Wilcoxon test, SeuratExtend). **C** ROC–AUC analysis showing machine-learning model performance in distinguishing healthy versus diseased cholangiocytes in human patients. Human data testing set contained both snRNAseq and scRNAseq samples

### Diseased hepatocyte gene prediction model

Hepatocytes were subclustered, zonally differentiated, and UMAPs generated to visualize proper data clustering and integration (Fig. 6A-B, Supp. Fig. 8) [35, 36]. Differential gene expression combined with LASSO regression identified six translationally conserved genes: *Spp1*,* C6*,* Cdh1*,* Npas2*, *Cd74*,* and Hamp*, for the construction of a hepatocyte disease prediction model. 

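Counts summed over the hepatocyte nuclei of each mouse, with the cholangiocyte-like cluster included, were compared between Mdr2-null and Mdr2-intact livers by the test used for cholangiocytes. Of 14668 genes, 2483 passed an adjusted p of 0.05, 1697 higher and 786 lower in the Mdr2-null mice, and DESeq2 called 2568, of which 2217 were among the 2483. The sums held 21585777 UMIs in WT, 10659307 in H19KO, 6752994 in Mdr2KO and 9762027 in DKO. Without the cholangiocyte-like cluster, a setting chosen after seeing the data, 1373 genes passed, of which 1349 were among the 2483. Without the DKO mouse 831 genes passed and without Mdr2KO 1267. By the rule for naming genes, the largest rises were in Syt14 (14.4 and 28.8 CPM in Mdr2KO and DKO, adjusted p = 0.00350 by edgeR), G930009F23Rik (47.4 and 42.2 CPM, adjusted p = 0.000361 by edgeR) and Dmbt1 (8.88 and 58.2 CPM, adjusted p = 0.0132 by edgeR), each with at most 1 UMI in WT and in H19KO. In cholangiocytes Dmbt1 stood at 186 CPM in Mdr2KO and 1289 CPM in DKO, so its rise in hepatocytes is not separated from free cholangiocyte RNA. The largest falls were in Mup11, Mup18 and Cyp3a44, with no UMI in Mdr2KO and DKO hepatocytes. Between single libraries, ranked with a count of 0 set to 3, the largest rises in Mdr2KO against WT hepatocytes were in G930009F23Rik, Gm30692 and Osbpl3 (log2 ratios 10.00, 9.29 and 9.00, on 1, 2 and 9 UMIs in WT). The largest falls were in Sult3a1, Mup17 and Cyp3a41a, each with 1 UMI in Mdr2KO. Mup11 and Mup18, at 138 and 87.8 CPM in WT and with no UMI in Mdr2KO, rank lower because of this setting. The largest changes of DKO against Mdr2KO were rises in Uty, Frmd5 and Lepr (6.50, 3.64 and 3.04) and falls in Xist, Tsix and Cyp2b13 (−12.43, −9.37 and −3.84).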

In Mdr2KO hepatocytes, *Spp1*,* C6*,* Npas2*, *Cdh1*, and *Cd74* were all significantly upregulated, while *Hamp* was significantly reduced relative to WT (adj. *p* < 0.001) (Fig. 6C). 

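In Mdr2KO against WT hepatocytes, the log2 ratio was 3.39 (3.28 to 3.51) for C6 (ENSMUSG00000022181, protein-coding, chromosome 15 from 4727175 to 4814967), 2.98 (2.88 to 3.09) for Npas2 (ENSMUSG00000026077, protein-coding, chromosome 1 from 39193731 to 39363236) and 1.65 (1.5 to 1.81) for Cdh1 (ENSMUSG00000000303, protein-coding, chromosome 8 from 106603351 to 106670246). C6 was counted at 38.0 CPM in WT and 399 CPM in Mdr2KO, Npas2 at 47.3 and 373 CPM, and Cdh1 at 30.3 and 95.4 CPM. Cd74 (ENSMUSG00000024610, protein-coding, chromosome 18 from 60803848 to 60812652) rose from 12.2 CPM (10.8 to 13.8) to 98.9 CPM (91.6 to 107), a ratio of 3.02 (2.81 to 3.23). A Cd74 UMI was seen in 44.3% of Mdr2KO hepatocytes at a median of 5341 UMIs and in 42.8% of T or NK lymphocytes at 1109 UMIs, where its level was 316 CPM. Hamp (ENSMUSG00000050440, protein-coding, chromosome 7 from 30942368 to 30944032) fell from 3411 CPM to 680 CPM, −2.33 (−2.37 to −2.28). The level in cluster 2 as a percentage of that in the low-UMI cluster 3 of Mdr2KO was 239 for Npas2, 64.6 for Hamp, 36.6 for Cdh1 and 10.9 (9.73 to 12.1) for Cd74. As a percentage of the level in T or NK lymphocytes, that in cluster 2 was 194 (163 to 233) for Npas2 and 70.7 (54.1 to 93.7) for Cdh1, against 25.4 to 44.2 for the 5 genes of other cell types, whose highest, Epcam, has an interval of 26.4 to 77.6. In Mdr2KO the cholangiocyte-like nuclei held Cdh1 at 324 CPM (285 to 367).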

In DKO mice, *Spp1*, and *Cd74* were significantly decreased and *Hamp* significantly increased toward WT levels (adj. *p* < 0.01), indicating that *H19* deletion mitigates hepatocyte dysregulation (Fig. 6D). 

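In DKO against Mdr2KO hepatocytes, Hamp had a log2 ratio of 0.97 (0.92 to 1.02), reaching 1332 CPM. In H19KO against WT hepatocytes it moved the other way, −0.97 (−0.99 to −0.94). Cd74 had a ratio of −0.31 (−0.46 to −0.15) in DKO against Mdr2KO hepatocytes, −0.29 (−0.46 to −0.12) in cluster 2 alone and −0.98 (−1.16 to −0.80) in the low-UMI cluster. Npas2 fell by 0.58 (ratio −0.66 to −0.50) on the log2 scale, while C6 rose by 0.48 (0.41 to 0.55) and Cdh1 by 0.33 (0.19 to 0.47). The Cdh1 rise includes the cholangiocyte-like nuclei, which held 247 Cdh1 UMIs in Mdr2KO and 591 in DKO. In cluster 2 alone Cdh1 stood at 66.3 CPM (59.9 to 73.2) in Mdr2KO and 73.8 CPM (67.7 to 80.2) in DKO, with overlapping intervals. From the lower Spp1 and Cd74 and the higher Hamp in DKO, the paper reasons that H19 deletion mitigates hepatocyte dysregulation.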

CellChat v2 pathway analysis further revealed that APP signaling was significantly reduced in DKO mice (Fig. 2). Across all genotypes, the dominant ligand–receptor interaction was App–Cd74, with mid-lobular hepatocytes showing increased CD74 expression and receiving App-derived signaling in disease states (Supp. Fig. 9). 

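App (ENSMUSG00000022892, protein-coding, chromosome 16 from 84949685 to 85173766) rose in hepatocytes from 20.0 CPM in WT to 90.9 CPM in Mdr2KO, a log2 ratio of 2.19 (2.01 to 2.37), and to 146 CPM in DKO, 0.68 (0.55 to 0.82) against Mdr2KO. The cholangiocyte-like nuclei held 250 of the 614 UMIs in Mdr2KO and 729 of the 1426 in DKO, and T or NK lymphocytes stood at 133 and 123 CPM. Cholangiocytes held more, 496 CPM in WT, 891 CPM in Mdr2KO and 798 CPM in DKO, with ratios of 0.85 (0.53 to 1.17) and −0.16 (−0.24 to −0.08). Over all nuclei App differed by −0.18 (−0.23 to −0.13) in DKO against Mdr2KO. In Mdr2KO, Cd74 stood at 522 CPM in monocyte-derived macrophages, 624 CPM in B lymphocytes and 400 CPM in Kupffer cells, each above hepatocytes, and at 834 CPM in the low-UMI cluster.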

Hepatocyte gene changes were confirmed in mouse and human liver tissue with RT-qPCR (Supp. Fig. 7).

**Fig. 6:**
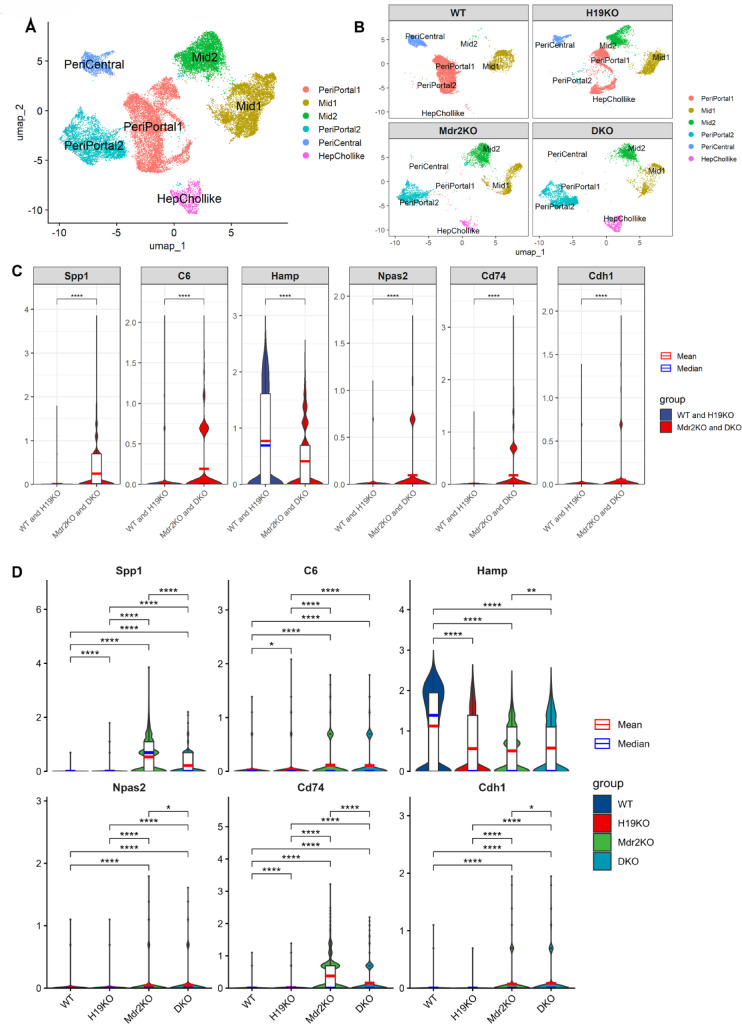
Hepatocyte disease status distinguishing genes. **A** UMAP of mouse snRNAseq subclustered hepatocytes with all samples combined and **B** split by genotype. **C** Violin plots showing significantly different expression of each gene in mice comparing WT and H19KO mice versus Mdr2KO and DKO mice. (D) Violin plots of hepatocyte disease prediction modeling genes split by genotype (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, significance determined by Wilcoxon test using SeuratExtend)

### Hepatocyte disease prediction model testing in humans

Original model gene selection identified *Gm13775* as a top performer in model prediction, but no known human homolog exists and was dropped due to lack of translatability (Supp. Fig. 10). 

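Gm13775 (ENSMUSG00000081207, processed transcript, chromosome 4 from 61783123 to 61801286) had 19340 UMIs in WT hepatocytes (896 CPM) and 11523 in H19KO (1081 CPM), against 76 in Mdr2KO (11.3 CPM, 8.87 to 14.1) and 34 in DKO (3.48 CPM, 2.41 to 4.87). The log2 ratio was −6.31 (−6.66 to −5.99) for Mdr2KO against WT, −1.69 (−2.32 to −1.09) for DKO against Mdr2KO and 0.27 (0.24 to 0.30) for H19KO against WT.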

The six genes used in the hepatocyte disease prediction model (Hamp, Spp1, C6, Cdh1, Npas2, and Cd74**)** demonstrated strong translational concordance in human hepatocytes from the GSE243981 dataset. To evaluate disease specificity, we compared expression trends among NDD, PSC, and PBC patients. All six genes showed consistent and significant expression changes in both the combined scRNAseq/snRNAseq dataset (Fig. 7A) and in the scRNAseq subset al.one (Fig. 7B). Importantly, these genes functioned primarily as shared cholestasis-associated markers, exhibiting similar directional changes in both PSC and PBC patients compared to NDD controls. When tested across four supervised machine learning algorithms, applying our binary classification strategy where NDD samples were labeled as healthy (0) and both PSC and PBC samples were grouped as diseased [1], these six genes achieved AUC values > 0.869 in public human datasets, confirming their cross-species robustness and strong predictive performance (Fig. 7C).

**Fig. 7:**
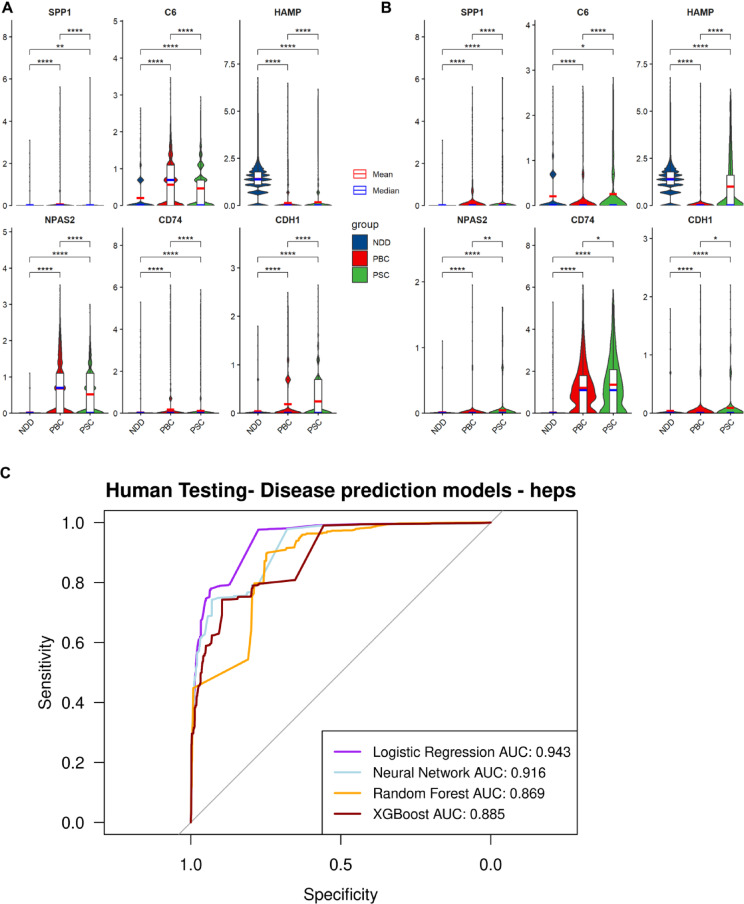
Cross-species validation of hepatocyte disease-prediction genes. Testing of hepatocyte disease prediction model genes (WT and H19KO versus Mdr2KO and DKO) derived from mouse snRNAseq data on public human dataset GSE243981. Data was integrated using Harmony for known batch variables including RNA sequencing methods (scRNAseq and snRNAseq). **A** Violin plots showing expression levels of hepatocyte disease prediction modeling genes in neurologically deceased donors (NDD), primary biliary cholangitis (PBC), and primary sclerosing cholangitis (PSC) patients combining snRNAseq and scRNAseq data. **B** Violin plots depicting expression of hepatocyte prediction genes only using scRNAseq samples (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, significance determined by Wilcoxon test using SeuratExtend). **C** ROC-AUC analysis depicting machine learning models (MLMs) effectiveness in distinguishing healthy and diseased hepatocytes in human patients. Human data testing set contained both snRNAseq and scRNAseq samples

### Deletion of H19 causes cell-type specific alterations in gene expression

Random forest modeling was performed across multiple cell types to identify gene expression patterns associated with *H19* deletion. 

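Random forests of 500 trees on the 11 genes Gphn, Fga, Malat1, Ahsg, Apob, Ces1c, Spp1, Cers6, Cd74, Srsf1 and Hspa2 were trained on 70% of the hepatocyte nuclei of each mouse and tested on the other 30% (3180 nuclei) to separate H19KO and DKO from WT and Mdr2KO. The area under the curve (AUC) was 0.847, and 0.834 by logistic regression. It was 0.8794 among the held-out nuclei of WT and H19KO and 0.7035 among those of Mdr2KO and DKO. Nuclei of the same mouse sit in both the training and the test part, so the AUC describes these 4 mice. The AUC was 0.639 when the forest was trained on WT and H19KO and tested on Mdr2KO and DKO, and 0.754 in the reverse direction. After nuclei were thinned to 1200 UMIs it was 0.751. With 100 trees, 100 lists of 11 random genes gave a median AUC of 0.744 and 7 of them reached the AUC of the genes listed. Trained on WT and H19KO and tested on Mdr2KO and DKO, 11 of the 100 random lists reached it.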

In hepatocytes, an 11 gene model (*Gphn*, *Fga*, *Malat1*, *Ahsg*, *Apob*, *Ces1c*, *Spp1*, *Cers6*, *Cd74*, *Srsf1*, and *Hspa2*) achieved an AUC score of 0.909 for distinguishing H19 deletion from WT mice (Supp. Fig. 11). In cholangiocytes, an 11-gene model (*Csmd1*,* Chka*,* Frmd4b*,* Gnas*,* Npas2*,* Agmo*,* Ly6e*,* Gbp9*,* Sorbs3*,* Usp2*, and *1600012H06Rik*) achieved an AUC score of 0.867. 

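The 11 cholangiocyte genes gave an AUC of 0.715 in the 805 nuclei held out, with 58 of these from WT and H19KO. It was 0.6244 (0.4805 to 0.7683) among those 58 and 0.723 (0.6873 to 0.7588) among the held-out nuclei of Mdr2KO and DKO. A forest trained on the 193 WT and H19KO cholangiocytes separated DKO from Mdr2KO with an AUC of 0.508, and 1 trained on Mdr2KO and DKO separated H19KO from WT with an AUC of 0.481. With 100 trees the AUC of these genes within mice was 0.713, which none of 100 random lists of 11 genes reached (highest 0.680). Trained on WT and H19KO and tested on Mdr2KO and DKO it was 0.516, which 37 of 100 reached.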

In macrophages, a 10 gene model (*Mat1a*,* Gm42418*,* Eef1a1*,* Rpl13a*,* Gm19951*,* Clec2d*,* Wwc1*,* Rnf128*,* Ugt2b5*, and *Tnfrsf12a*) generated an AUC score 0.764. 

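The 10 macrophage genes gave an AUC of 0.736 in 516 nuclei held out, 0.896 among those from WT and H19KO and 0.638 among those from Mdr2KO and DKO. Across pairs of mice the AUC was 0.618 from WT and H19KO to Mdr2KO and DKO and 0.735 in reverse. With 100 trees the former was 0.611, and 4 of 100 random lists reached it. The nuclei were Kupffer cells and monocyte-derived macrophages, and cluster 17, the Kupffer cells, held 75.8% of them in WT and 70.8% in H19KO, against 15.7% in Mdr2KO and 6.75% in DKO. Mat1a and Ugt2b5, genes of hepatocytes, stood in these nuclei at 53.2% to 81.6% and 75.3% to 89.0% of their level in hepatocytes, within the range of the hepatocyte markers in each library (50.8% to 140% in Mdr2KO).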

Importantly, several genes within these models overlapped with those reversed by H19 deletion-that is, genes upregulated (or downregulated) in Mdr2KO vs. WT and reversed toward WT levels in DKO mice, indicating mitigation of PSC-associated dysregulation. 

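In Mdr2KO against WT cholangiocytes, Frmd4b (ENSMUSG00000030064, protein-coding, chromosome 6 from 97286867 to 97617541) had a log2 ratio of 0.09 (−0.40 to 0.62) and Gnas (ENSMUSG00000027523, protein-coding, chromosome 2 from 174284320 to 174346744) of 0.52 (−0.05 to 1.16), differences not detectable at this depth (35 and 25 UMIs in WT). Chka (ENSMUSG00000024843, protein-coding, chromosome 19 from 3851773 to 3894369) had a ratio of −0.37 (−0.62 to −0.11) and Agmo (ENSMUSG00000050103, protein-coding, chromosome 12 from 37241641 to 37582202) of −0.88 (−1.12 to −0.63). In DKO against Mdr2KO the ratios were 0.15 (0.00 to 0.29) for Frmd4b, −0.27 (−0.43 to −0.11) for Gnas, −0.13 (−0.22 to −0.04) for Chka and 0.09 (0.00 to 0.19) for Agmo. With each mouse clustered alone, the Chka ratio became 0.03. Without the sub-cluster led by hepatocyte genes, a setting chosen after seeing the data, Chka had ratios of −0.96 (−1.24 to −0.66) in Mdr2KO against WT and −0.02 (−0.13 to 0.08) in DKO against Mdr2KO, and Frmd4b of 0.22 (0.06 to 0.38) in DKO against Mdr2KO. UMIs of Gnas were seen in 42.0% of Mdr2KO and 31.3% of DKO cholangiocytes, of Frmd4b in 37.5% and 37.3%, and of Agmo in 56.7% and 52.9%. In T or NK lymphocytes of Mdr2KO, at a median depth of 1109 UMIs against 2478 in cholangiocytes, the shares were 29.8%, 20.9% and 27.7%, and the levels of Frmd4b (316 CPM) and Agmo (630 CPM) lay above those in Mdr2KO cholangiocytes (217 and 479 CPM).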

Notable examples include *Spp1* and *Cd74* in hepatocytes, and *Frmd4b*, *Gnas*, *Chka*, *Csmd1*, and *Agmo* in cholangiocytes (Supp. Tables 1 and 2).

### Spatial transcriptomics reveal that H19 deletion-mediated amelioration in hepatocytes is restricted to hepatocytes in close proximity to bile ducts

Spatial transcriptomics was utilized to investigate spatially defined effects of H19 deletion on hepatic gene expression. 

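GeoMx whole-transcriptome profiling counted probes in small regions of liver sections from 8 mice, 4 DKO and 4 Mdr2KO. The authors deposited counts per probe after removal of duplicate reads and without normalization, for 95 regions and 1 control well without tissue, which held 11 counts. Each mouse has 12 regions apart from 1 Mdr2KO mouse with 11, and a region holds between 72169 and 1726580 counts on 20175 probes, with a median of 738234. The labels tie each region to its mouse and not to its kind, so regions close to bile ducts and isolated regions were summed for each mouse. Totals per mouse ran from 4336673 to 11925926 in Mdr2KO and from 4876373 to 16304552 in DKO. Probes are listed by identifiers without gene names, so probes are counted here and no gene is named. The sums were compared between genotypes by edgeR's quasi-likelihood test, n = 4 mice per group, with a probe called at an adjusted p under 0.05 and a log2 fold change above 0.5 in size.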

ROIs were selected to compare differences in isolated hepatocytes and hepatocytes in close proximity to bile ducts (within approximately 400 μm radius centered on the bile duct) (Fig. 8A). 

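Between the 4 DKO and 4 Mdr2KO mice, edgeR called 0 of 20175 probes, with 224 at an unadjusted p under 0.05 and a smallest adjusted p of 0.9999. DESeq2 called 0, with 241 at an unadjusted p under 0.05. In data simulated on these sums, 87 of 100 probes changed 2-fold and 16 of 100 changed 1.5-fold were called. The mice fall into 2 sets by the part of the 96-well plate that held their regions, with 2 mice of each genotype in each set. The first principal component held 85.3% of the variance and separated these sets, not the genotypes. The split of the mice by plate position called 3737 probes, 2958 of them lower in the upper set. With plate position as a covariate, 0 probes were called between the genotypes, with 2721 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0789. Within the upper set, 2 mice against 2, 30 probes were called, 27 of them lower in DKO, and within the lower set 14, 5 of them lower; both fits were chosen after seeing the data. Of these, 2 probes were called in both sets, in opposite directions. With single regions as replicates and the mouse ignored, 0 probes were called, with 3 past the adjusted p at any size of change and 2126 at an unadjusted p under 0.05. With plate position as a covariate in that fit, chosen after seeing the data, 8 probes were called, all lower in DKO.

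**Figure D4:**
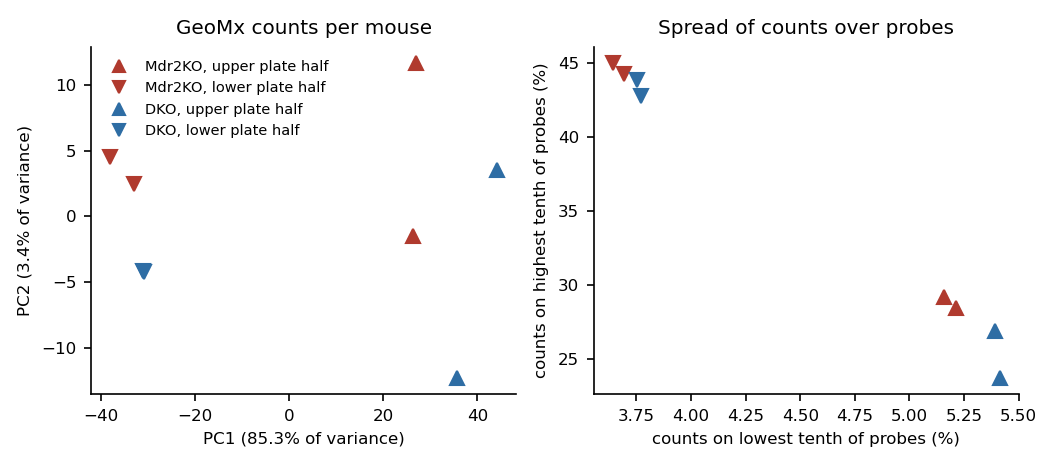
Left, first against second principal component (85.3% and 3.4% of the variance) of the 8 mice; right, counts on the lowest against the highest 10% of probes (% of the mouse total), with marks by genotype and plate position. The upper set lies at 5.16% to 5.41% on the lowest 10% and the lower set at 3.64% to 3.77%.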

DGE analysis of the different ROIs comparing DKO vs. Mdr2KO mice yielded several common and unique significant DEGs (Fig. 8B). Common genes decreased in DKO mice vs. Mdr2KO across both regions were genes associated with cellular stress responses, such as *Hspa5*, *Hspa8*, and *Hsp90aa1* (*p* < 0.01 across both regions), and fatty acid synthesis gene *Fasn* (*p* < 0.01); however, several cholesterol metabolism genes were only significantly reduced in hepatocytes neighboring bile ducts (e.g., *Apoa1*, *Apoa2*, and *Apoa5*) (Fig. 8B). Several genes related to significant disease-associated pathways (APP, Collagen, FN1, LAMININ) mitigated following H19 deletion, as well as hepatocyte-to-cholangiocyte transition marker genes (*Sox4* and *Sox9*), are only significantly reduced in regions with hepatocytes neighboring bile ducts (Fig. 8B). Four of the six hepatocyte disease-associated prediction modeling genes were only significantly mitigated in hepatocytes neighboring cholangiocytes (*Spp1*,* C6*,* Cdh1*, and *Cd74*) (Fig. 8C), demonstrating that H19 deletion-mediated transcriptional recovery is spatially restricted to periductal hepatocytes.

**Fig. 8:**
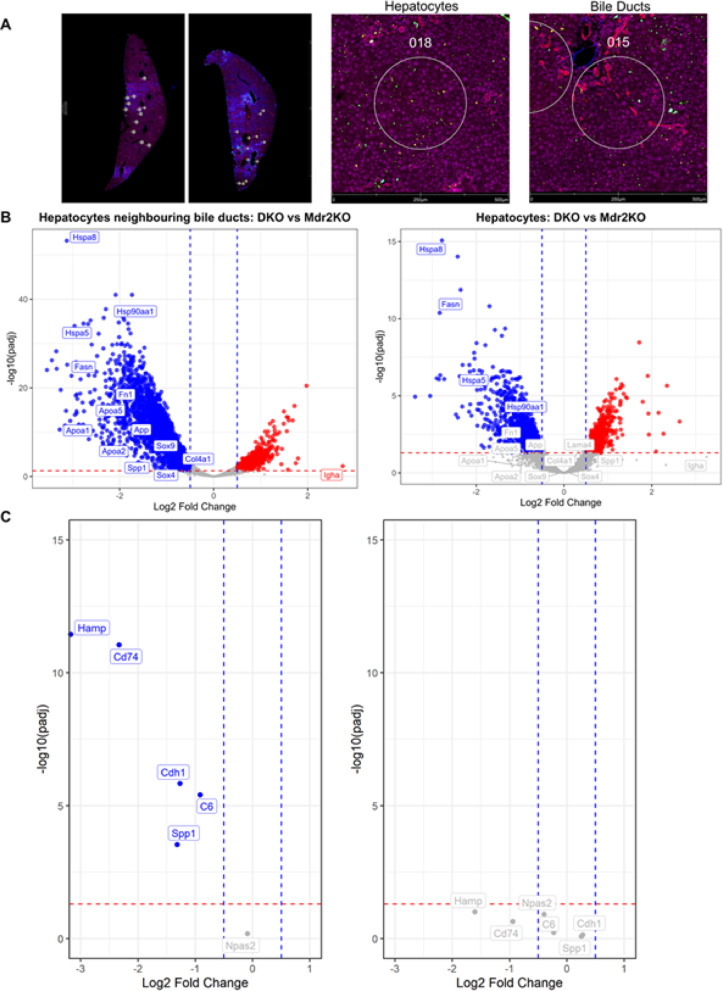
GeoMx spatial transcriptomics reveals H19 deletion’s amelioration of disease associated gene expression is spatially restricted. **A** Representative immunofluorescence images illustrating GeoMx DSP region-of-interest (ROI) selection. **B** Volcano plots showing genes significantly altered by H19 deletion in Mdr2KO mice within hepatocytes adjacent to bile ducts (left) or isolated hepatocytes (right). **C** Volcano plots showing differential expression of hepatocyte disease-prediction genes depending on proximity to bile ducts (left) versus non-adjacent regions (right). Significance thresholds: adjusted *p* < 0.05 and |log_2_C| > 0.5, determined by both DESeq2 and StandR limma-voom analyses with RUV4 batch correction;* p*-values were adjusted using the Benjamini–Hochberg method

## Discussion

A major gap in understanding PSC lies in elucidating how the disease progresses at the spatial and single-cell levels, and how different interventions influence these processes. While previous research has established that H19 exacerbates PSC disease progression, its in vivo effects at cellular and spatial transcriptomic resolution remain poorly understood [12, 14–19]. In this study, supported by recent findings from *Andrews*, et al., we utilized an integrative snRNAseq, spatial transcriptomic, and machine learning approach to elucidate cell type-specific and spatially restricted alterations in PSC [37]. Furthermore, we demonstrate how H19 deletion mitigates these pathogenic transcriptional states and shifts disease trajectories at both single-cell and spatial levels.

Our analysis identified a disease-specific cholangiocyte subcluster characterized by high expression of *Csmd1*,* Ccdc141*, and *Lama4*, which was significantly reduced following *H19* deletion (Supp. Fig. 1). 

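In cholangiocytes, Ccdc141 (ENSMUSG00000044033, protein-coding, chromosome 2 from 77009902 to 77170636) rose from 274 CPM in WT to 564 CPM in Mdr2KO, a log2 ratio of 1.04 (0.62 to 1.49), and was 388 CPM in DKO, −0.54 (−0.64 to −0.44) against Mdr2KO. Lama4 (ENSMUSG00000019846, protein-coding, chromosome 10 from 38965515 to 39110188) rose from 128 to 678 CPM, 2.40 (1.80 to 3.08), and was 462 CPM in DKO, −0.55 (−0.65 to −0.46). Lama4 was also higher in H19KO than in WT, 1.03 (0.25 to 1.84), from 22 UMIs to 42. Within the Csmd1-high sub-cluster, Lama4 stood at 806 CPM (770 to 843) in Mdr2KO and 694 CPM (656 to 733) in DKO, and Ccdc141 at 605 and 491 CPM.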

*Lama4*, a laminin family extracellular-matrix glycoprotein, provides a mechanistic link between *H19* deletion and the attenuation of fibrosis in cholestatic liver disease. Using multimodal approaches, we identified six genes that robustly distinguished healthy from diseased cholangiocytes across scRNA-seq and combined sc/snRNA-seq datasets. Notably, the simplest model, logistic regression, achieved strong performance, suggesting these genes define a relatively linear health vs. disease axis. Several disease-specific genes (*Anxa3*, *Slco3a1*, and *Cftr*) were significantly reduced following H19 deletion (adj. *p* < 0.001, DKO vs. Mdr2KO) (Fig. 4C). *Anxa3* encodes Annexin A3, a calcium-dependent phospholipid-binding protein elevated in liver cancers and explored as a diagnostic and therapeutic target [38, 39]. Its increase in PBC and PSC patients is likely linked to cholangiocyte proliferation tied to ductular reaction. *Slco3a1* (OATP3A1), a sodium-independent organic anion transporter linked to Crohn’s disease and NF-κB activation [40], also mediates bile-acid efflux and has been proposed as a protective adaptive response in cholestasis [41]. Although *Slco3a1* expression was reduced in DKO vs. Mdr2KO (adj. *p* < 0.001), it was unchanged in H19KO vs. WT (*p* > 0.05), indicating that its down-regulation likely reflects reduced cholestasis rather than direct H19 regulation. 

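In H19KO against WT cholangiocytes the log2 ratio of Slco3a1 was 0.47 (−0.03 to 0.99), from 60 UMIs in WT to 78 in H19KO, and the interval allows a ratio of up to 0.99.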

The increase in these ion transporters in cholestatic liver disease may be a compensatory mechanism to aid in fluid secretion into the canaliculi to promote improved bile flow and eliminate blockages.

Two healthy cholangiocyte markers, Clu and Spp1, exhibited striking shifts: both were downregulated in diseased cholangiocytes and ectopically expressed in hepatocytes in diseased livers. Reduced level of circulating *CLU* protein (clusterin) has been associated with worse outcomes in biliary atresia [42]. In our model, H19 deletion mitigated the ectopic increase in hepatocyte *Spp1* expression (*p* < 0.05). In pancreatic ductal adenocarcinoma, Spp1 signaling sustains mesenchymal transition, while its inhibition decreases tumor burden and improves survival [43]. Cholangiocytes have the highest expression of *Spp1* in healthy livers [44]. We find that during cholestatic injury, Spp1 signaling is elevated but primarily originates from disease-associated hepatocytes. RT-qPCR revealed that the total levels of *Clu* and *Spp1* were significantly increased in Mdr2KO mouse livers (Supp. Fig. 7). Thus, suppressing hepatocyte-derived Spp1 may limit HSC-to-myofibroblast transition while sparing normal cholangiocyte Spp1 activity.

SnRNA-seq analysis revealed distinct cell-type–specific alterations driven by disease and mitigated by H19 deletion. Diseased hepatocytes showed ectopic expression of genes normally restricted to other healthy cell types, *Spp1* and *Clu* (cholangiocytes) and *Cd74* (antigen-presenting cells), which was reversed toward to WT levels following H19 deletion (*Clu* and *Spp1* significantly increased in Mdr2KO vs. WT, and decreased in DKO vs. Mdr2KO; adj. *p* < 0.001) (Fig. 6, Supp. Fig. 6). Consistent with prior reports, hepatic *Cd74* up-regulation has been linked to *Ikbkb* loss; accordingly, Mdr2KO hepatocytes showed reduced *Ikbkb* expression relative to WT (adj. *p* < 0.001) [45]. Both *Cd74* and *Ikbkb* changes were reversed in DKO hepatocytes compared to Mdr2KO (adj. *p* < 0.001) (Supp. Table 3).

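Ikbkb (ENSMUSG00000031537, protein-coding, chromosome 8 from 22659212 to 22706589) was counted at 108 CPM in WT hepatocytes (103 to 112), 119 CPM in H19KO (112 to 125), 108 CPM in Mdr2KO (100 to 116) and 119 CPM in DKO (113 to 126). The log2 ratio was 0.00 (−0.12 to 0.12) for Mdr2KO against WT, 0.15 (0.01 to 0.28) for DKO against Mdr2KO and 0.14 (0.04 to 0.24) for H19KO against WT. An Ikbkb UMI was seen in 34.4% of WT and 44.0% of Mdr2KO hepatocytes at median depths of 3683 and 5341 UMIs, and in 11.3% and 12.9% after thinning to 1200 UMIs. After thinning, the log2 ratio of Mdr2KO against WT was 0.30.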

The predictive capabilities exhibited by these cell-type-specific models may aid in future mechanistic studies by prioritizing therapeutic targets at cellular resolution. Furthermore, as spatial and single-nucleus profiling are increasingly applied to clinical liver biopsies, incorporating these predictive signatures could improve prognostic capacity regarding time to graft failure or the risk of PSC recurrence following liver transplantation. However, future longitudinal studies incorporating these modeling measurements are needed to fully evaluate their clinical predictive value.

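H19-deleted mice (H19KO and DKO) were compared with H19-intact mice (WT and Mdr2KO) on counts summed per mouse, 2 against 2, without a covariate, as the paper groups them. In hepatocytes edgeR called 0 of 14668 genes at an adjusted p of 0.05, with 189 at an unadjusted p under 0.05, and DESeq2 called 0, with 134. In cholangiocytes edgeR called 0 of 12172 genes, with 35 at an unadjusted p under 0.05, and DESeq2 called 0, with 7. The Mdr2 genotype differs within both groups and adds to their spread: of 100 genes changed 4-fold in simulated data, 1 was called in hepatocytes and 1 in cholangiocytes. With Mdr2 status as a covariate, 0 hepatocyte genes were called, with 1103 at an unadjusted p under 0.05, and 58 cholangiocyte genes were called, 41 higher and 17 lower in the H19-deleted mice. By edgeR with this covariate, the 58 include Csmd1 (log2 fold change −1.77, adjusted p = 0.000122), Spp1 (−1.05, adjusted p = 0.0258) and Cd74 (−1.08, adjusted p = 0.0499). Csmd1 was lower in DKO than in Mdr2KO and higher in H19KO than in WT, while Spp1 was lower in both. The 58 also include Xist (−4.60) and Tsix (−3.61), genes of the inactive X chromosome. Cholangiocyte sums of DKO hold 3644750 UMIs and those of H19KO 160389, and the DKO library differs from the others in its sex markers.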

We also identified several cell type–specific differentially expressed genes associated with by *H19*. Predictive models distinguishing *H19* WT from *H19* knockout cells demonstrated strong performance across all cell types, confirming robust, cell type–specific transcriptional signatures. In hepatocytes, Spp1 and Cd74, both disease-associated genes, were restored towards WT levels with H19 deletion. The APP-CD74 signaling axis has previously been shown to promote fibrosis in the kidney [46], highlighting a potential conserved fibrogenic mechanism. Additional hepatocyte-specific H19-responsive genes included lipid metabolism regulators, Cers6, Ces1c, *Apob*, and *Ahsg*, all of which were reduced following H19 deletion. 

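In DKO against Mdr2KO hepatocytes, Cers6 (ENSMUSG00000027035, protein-coding, chromosome 2 from 68861441 to 69114282) had a log2 ratio of −0.51 (−0.60 to −0.43), Ces1c (ENSMUSG00000057400, protein-coding, chromosome 8 from 93099015 to 93131283) of −0.49 (−0.56 to −0.42) and Ahsg (ENSMUSG00000022868, protein-coding, chromosome 16 from 22891277 to 22899449) of −0.38 (−0.41 to −0.35). Apob (ENSMUSG00000020609, protein-coding, chromosome 12 from 7977648 to 8016835) had a ratio of 0.02 (−0.02 to 0.06), with 1222 CPM in Mdr2KO and 1239 CPM in DKO. In H19KO against WT, Ces1c had a ratio of −1.03 (−1.07 to −0.99), Ahsg of −0.65 (−0.67 to −0.62), Cers6 of −0.39 (−0.46 to −0.33) and Apob of 0.27 (0.24 to 0.29).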

Elevated *Ahsg* expression has been linked to tumor proliferation [47]. In cholangiocytes, H19 deletion-associated genes included *Frmd4b*, *Chka*, *Csmd1*, *Gnas*, and *Agmo*. Although increased *Csmd1* expression has been associated with HCC [48], other studies suggest it may function as tumor suppressor depending on context [49, 50].

GeoMx spatial transcriptomics demonstrated that the amelioration of hepatocyte disease-specific gene expression resulting from H19 deletion is confined to hepatocytes adjacent to bile ducts. This aligns with prior reports showing that cholangiocytes are the predominant source of H19 in cholestatic injury and that H19 is transferred to neighboring cell types through extracellular vesicles [14, 15, 17].

Taken together, these findings demonstrate that H19 deletion drives cell-type– and spatially specific transcriptomic remodeling, restoring healthy gene-expression programs across multiple hepatic lineages and mitigating PSC progression in both mouse and human datasets.

### Short comings

While we successfully validated our disease-associated differential gene-expression patterns and predictive modeling results using an independent human dataset, we were unable to validate the H19-deletion-specific findings due to the lack of comparable datasets. Additionally, the use of one mouse per genotype may limit the generalizability of individual genotype-level comparisons. Moreover, the sequencing depth in both our mouse and publicly available human snRNA-seq datasets was insufficient to reliably capture H19 expression, and H19 was not included in the GeoMx Whole Transcriptome Atlas (WTA) panel. Collectively, these constraints limited our ability to perform direct cross-species validation of H19-deletion effects at either the single-cell or spatial resolution.

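Over all barcodes, H19 (ENSMUSG00000000031, lincRNA, chromosome 7 from 142575529 to 142578143) had 0 UMIs in WT and 0 in H19KO, which allow up to 0.0904 and 0.0983 CPM, 123 UMIs in Mdr2KO (3.00 CPM, 2.50 to 3.58) and 39 in DKO (1.11 CPM, 0.792 to 1.52). Of the 48 UMIs in the kept nuclei of Mdr2KO, 27 lay in the unnamed clusters, 7 in stellate cells and fibroblasts and 2 in cholangiocytes. Exon 1 is deleted in the H19KO allele. The counts are per gene and give no read positions, so they do not tell whether the deleted part was transcribed. Abcb4 (ENSMUSG00000042476, protein-coding, chromosome 5 from 8893717 to 8959231), the gene deleted in Mdr2KO mice, was counted at 517, 686, 411 and 313 CPM in WT, H19KO, Mdr2KO and DKO. These counts do not show a deletion in Mdr2KO and DKO, and whether they cover the deleted part of the gene was not tested.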

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

All data and analysis methodology will be made available upon requests to the corresponding author. snRNAseq and spatial transcriptomic data has been uploaded to GEO, series GSE311100.

## Abbreviations

AF: Alexa fluor
aSMA: alpha Smooth Muscle Actin
AUC: Area under the curveDEGs–differentially expressed genes
DGE: Differential gene expression
DKO: Mdr2KOH19–^/^–double knockout
DSP: Digital spatial profiler
FN1: Fibronectin
HCC: Hepatocellular carcinoma
H19: long non–coding RNA H19
H19KO: H19 knockout
LASSO: Least Absolute Shrinkage and Selection Operator
Mdr2: Multidrug resistance 2
MLM: Machine learning models
NDD: Neurologically deceased donor
PBC: Primary biliary cholangitis
PSC: Primary sclerosing cholangitis
RNA: Ribonucleic acid
ROC: Receiver operating characteristic
ROI: Regions of interest
RT: qPCR–real–time quantitative polymerase chain reaction
scRNAseq: Single cell RNA sequencing
snRNAseq: Single nuclear RNA sequencing
SPP1: Secreted phosphoprotein 1
WT: Wild type
WTA: Whole transcriptome atlas

# Supplementary material for: Decoding the role of H19 in cholestatic liver injury using snRNA-seq, spatial transcriptomics, and machine learning-based disease prediction
**Source:** Cell Biosci. 2026 May 29;16:84. doi: 10.1186/s13578-026-01590-3

**Supplemental Methods:**

**Sequence mapping and filtering**

Original sequencing procedures were performed by SingulOmics. Nuclei from the four frozen mouse liver tissue samples were isolated. 3’ single cell gene expression libraries (Next GEM v3.1) were constructed using the 10x Genomics Chromium system. The libraries were then sequenced with ~200 million PE150 reads per sample on Illumina NovaSeq. After sequencing, clean reads were mapped into count data with mouse reference genome mm10 using Cell Ranger (v6.0.1). Filters of UMI>1200 and mitochondria < 10% were applied. Introns were included in the analysis. Samples were aggregated, and the gene-barcode matrices provided by SingulOmics were used for downstream analysis. The R package SoupX (version 1.6.2) was used to remove ambient RNA contamination(21). Endothelial-specific genes ***Ptprb, Pecam1, Stab2,*** *and* ***Eng*** were used as reference markers to assess ambient RNA contamination, based on their high expression specificity and tight clustering within endothelial cell populations in our mouse dataset (21). In the publicly available dataset GSE243981, raw reads were quality-controlled, mapped, and unique molecular identifiers (UMIs) quantified using Cell Ranger (v3). Viable cells were identified using EmptyDrops (v1.2.0), and ambient RNA contamination was corrected using SoupX (v1.2.2), as specified in the series matrix metadata(21, 22). For our analysis, we included scRNA-seq and snRNA-seq data from all primary biliary cholangitis (PBC) patients, six randomly selected primary sclerosing cholangitis (PSC) patients (GSM7883933, GSM7883934, GSM7883935, GSM7883936, GSM7883937, GSM7883938), and six randomly selected control patients (GSM7802679, GSM7802683, GSM7802688, GSM7802692, GSM7802693, GSM7802704). During our sample processing and analysis, a stricter < 2.5% mitochondrial genes filter was used. These data were used to evaluate the translational applicability of our mouse-derived gene prediction models in human liver disease samples.

**Gene selection for machine learning models**

DEGs were identified on a cell type basis (e.g., comparing only cholangiocytes to cholangiocytes), between healthy (WT and H19KO) and diseased (Mdr2KO and DKO) mice for disease prediction. Likewise, for H19 deletion associated gene prediction we compared H19-intact mice (WT and Mdr2KO) versus H19 knockout mice (H19KO and DKO). LASSO regression was run on all genes using Pearson residuals from Seurat's SCTransform. Final gene selection was performed using a consensus approach integrating statistical and biological criteria. Genes were required to rank highly in both the DEG analysis (by adjusted p-value) and LASSO regression (by coefficient magnitude). From this overlapping set, final candidates were selected based on biological plausibility within the cell type context, for example, ion transporters in cholangiocytes given their known role in ductal fluid secretion and relevance to the cholestatic phenotype of the Mdr2KO model.

**Neural Network Model**

A multilayer perceptron (MLP) classifier was implemented using the Keras API (R package keras v2.15.0) with a TensorFlow backend (R package tensorflow v2.16.0), interfaced via the reticulate package (v1.42.0) in R (v4.4.1)(34, 35). The network architecture consisted of two fully connected hidden layers with 16 and 8 units, respectively, each incorporating L2 regularization (λ = 0.01), batch normalization, and rectified linear unit (ReLU) activation functions. Dropout regularization (rate = 0.5) was applied following the first hidden layer to reduce overfitting. The output layer comprised a single neuron with a sigmoid activation function for binary classification. The model was trained using the Adam optimizer (learning rate = 0.0005) and binary cross-entropy loss function. Predictive performance was assessed using classification accuracy and the area under the receiver operating characteristic curve (ROC-AUC).

**XGBoost Model**

An XGBoost classifier was trained using a structured feature matrix with binary labels (0 = Healthy, 1 = Diseased). A grid search was conducted over hyperparameters including learning rate (η = 0.01, 0.05), tree depth (2, 3, 6), minimum child weight (2, 5, 10), and gamma (1, 2). Fixed parameters included a logistic objective, AUC evaluation metric, subsample ratio of 0.6, and L1/L2 regularization (α = 1, λ = 2). Five-fold cross-validation with early stopping (3 rounds) was used to select the best model based on mean AUC and stability (standard deviation < 0.02).

**Random Forest Model**

A random forest classifier was trained using the caret package in R(36, 37). A repeated 5-fold cross-validation (5 repeats) was used for model tuning. A grid search was performed over the number of variables randomly sampled at each split (mtry = 1 to 6). The model was trained with 500 trees, and accuracy was used as the tuning metric. The final model was selected based on cross-validated performance.

**Logistic Regression Model**

A logistic regression model was fitted using the training subset. The binary outcome variable was encoded as 1 (Diseased) and 0 (Healthy). The model was trained using the glm function in R with a binomial family and logit link. Probabilities were predicted on the test set, and model performance was evaluated using ROC-AUC.

**GeoMx® Digital Spatial Profiler**

Spatial transcriptomics was performed on liver sections from eight age-matched, 6-month-old female mice (four per genotype) across four slides using NanoString’s Whole Transcriptome Atlas (WTA) probe set and the GeoMx® Digital Spatial Profiler (DSP). Region-of-interest (ROI) selection was guided by three fluorescent morphology markers: AF488-conjugated anti–α-smooth muscle actin (αSMA), AF594-conjugated anti-CD68, and AF647-conjugated anti-EpCAM, along with the nuclear dye Syto 83, enabling identification of hepatocyte-, macrophage-, and bile duct–containing regions. Tissue preparation and processing were performed following the manufacturer’s protocol, GeoMx DSP Manual Slide Preparation: RNA FFPE (MAN-10150-02).

**RNA Isolation and RT-qPCR**

Total RNA was isolated from mouse liver tissue (5 male WT, 3 female WT, 5 male Mdr2KO, 3 female Mdr2KO) and human liver tissue (4 male healthy, 2 female healthy, 4 male PSC, 4 female PSC) using TRIzol Reagent (Thermo Fisher Scientific, Waltham, MA, USA) following the manufacturer's protocol. RNA was reverse transcribed into first-strand complementary DNA (cDNA) using the High-Capacity cDNA Reverse Transcription Kit (Life Technologies, Thermo Fisher Scientific, Waltham, MA, USA). Quantitative real-time PCR (qPCR) was performed using iQ SYBR Green Supermix (Bio-Rad) with glyceraldehyde 3-phosphate dehydrogenase (GAPDH) as an internal control. Primer sequences are listed in Supplemental Table 4. Gene expression was quantified using the ΔΔCt method. Statistical analysis was performed using two-way ANOVA (genotype × sex for mouse; disease status × sex for human). Where residuals violated normality (Shapiro-Wilk test, p < 0.05), rank-transformed ANOVA (Type III sum of squares) was applied. Normality and homogeneity of variance were assessed using Shapiro-Wilk and Levene's tests, respectively, to select post-hoc comparisons: Tukey's HSD (normal, equal variance), Games-Howell (normal, unequal variance), or Mann-Whitney U with Holm's step-down correction (non-normal). Significance was set at α = 0.05.

**Supplemental Tables:**

**Supp Table 1. Hepatocyte H19 expression associated genes that are also significantly associated with Mdr2KO and H19 deletion amelioration**

|  | **Mdr2KO vs DKO** | | | | | **Mdr2KO vs WT** | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Gene** | **p_val** | **Log2FC** | **Pct.1** | **Pct.2** | **FDR** | **p_val** | **Log2FC** | **Pct.1** | **Pct.2** | **FDR** |  |
| Spp1 | 8.19E-138 | 1.595 | 0.452 | 0.215 | 6.14E-135 | 1E-323 | 5.564 | 0.452 | 0.039 | 7.26E-322 |  |
| Cd74 | 1.06E-102 | 1.325 | 0.383 | 0.185 | 2.82E-100 | 1E-323 | 3.433 | 0.383 | 0.094 | 7.25E-322 |  |

**Supp Table 2. Concordance of cholangiocyte top H19 expression associated genes and cholestatic liver injury associated gene expression amelioration**

|  | **Mdr2KO vs DKO** | | | | | **Mdr2KOvsWT** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Gene** | **p_val** | **log2FC** | **pct.1** | **pct.2** | **FDR** | **p_val** | **log2FC** | **pct.1** | **pct.2** | | **FDR** |  |
| Frmd4b | 6.48E-127 | -3.661 | 0.012 | 0.301 | 1.49E-122 | 8.73E-18 | -3.375 | 0.012 | 0.237 | 2.01E-13 | |  |
| Gnas | 1.79E-114 | -7.969 | 0 | 0.23 | 4.13E-110 | 5.02E-24 | -7.904 | 0 | 0.194 | 1.15E-19 | |  |
| Csmd1 | 6.30E-111 | 3.591 | 0.359 | 0.054 | 1.45E-106 | 9.02E-14 | 5.598 | 0.359 | 0.032 | 2.07E-09 | |  |
| Agmo | 1.54E-98 | -3.414 | 0.024 | 0.285 | 3.55E-94 | 1.77E-49 | -4.943 | 0.024 | 0.581 | 4.08E-45 | |  |

**Supp Table 3. Hepatocytes CD74 and Ikbkb DGE analysis by MAST**

|  | **Mdr2KO vs DKO** | | | | | **Mdr2KO vs WT** | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Gene** | **p_val** | **log2FC** | **pct.1** | **pct.2** | **FDR** | **p_val** | **log2FC** | **pct.1** | **pct.2** | **FDR** |
| Cd74 | 1.06E-102 | 1.325 | 0.383 | 0.185 | 2.82E-100 | 1E-323 | 3.433 | 0.383 | 0.094 | 7.26E-322 |
| Ikbkb | 6.01E-08 | -0.330 | 0.26 | 0.28 | 1.17E-07 | 1.55E-21 | -0.463 | 0.26 | 0.335 | 3.08E-21 |

**Supp Table 4. qPCR primer sequences**

| **Species** | **Gene** | **Forward** | **Reverse** |
| --- | --- | --- | --- |
| Human | SLCO3A1 | GACCAGCCTGCGGGTTTATC | TGTCCAGGTTACTTGTGTCAATG |
| Human | ANXA3 | TTAGCCCATCAGTGGATGCTG | CTGTGCATTTGACCTCTCAGT |
| Human | CSMD1 | CGGGTATCCGAACTATGCCAA | GCAAAGGTATGGAAGGACAACT |
| Human | HAMP | CTGACCAGTGGCTCTGTTTTC | GAAGTGGGTGTCTCGCCTC |
| Human | CDH1 | ATTTTTCCCTCGACACCCGAT | TCCCAGGCGTAGACCAAGA |
| Human | GAPDH | ACATCATCCCTGCCTCTACTGG | TCCGACGCCTGCTTCACC |
|  |  |  |  |
| Mouse | Slco3a1 | AGGTGTCCTGCTTCTCCAAC | GTCAACACGCTCACCAGGTAG |
| Mouse | Anxa3 | ATGGCCTCTATCTGGGTTGGA | CAAGTCCTCTGATCGCTTTCC |
| Mouse | Cftr | CTGAAAGCAGGTGGGATTCT | CACAATGAACACCAACTGAATG |
| Mouse | Csmd1 | AGACGGAGTGCATACCCCAT | GCAGGTGTAGACTAAAGTGTAGC |
| Mouse | Hamp1 | TTATTTATTCCTGCCCTCCC | TAAAATCGTCTTTATTTCAAGGTC |
| Mouse | Hamp2 | CCTATCTCCAGCAACAGATG | AACAGATACCACAGGAGGGT |
| Mouse | Cdh1 | CAGGTCTCCTCATGGCTTTGC | CTTCCGAAAAGAAGGCTGTCC |
| Mouse | Clu | AGCTCCAAGAACTGTCCACTC | TATGTGCTTCACTCCCTGGAC |
| Mouse | Cd74 | CCGCCTAGACAAGCTGACC | ACAGGTTTGGCAGATTTCGGA |
| Mouse | Spp1 | GCTTGGCTTATGGACTGAGGTC | CCTTAGACTCACCGCTCTTCATG |
| Mouse | Gapdh | GTCGTGGATCTGACGTGCC | GATGCCTGCTTCACCACCTT |

**Supplementary Figure Legends:**

**Supp Fig 1. Top marker genes for the cholangiocyte disease–associated cluster.**

(A) Volcano plot showing differentially expressed genes for subclustered cholangiocytes, highlighting the top markers distinguishing cluster 2 from all other cholangiocyte clusters. Violin plots showing (B) significant increase in selected markers in cholangiocyte subcluster 2, (C) expression level by genotype, and (D) significant reduction by H19 deletion (H19-intact (WT and Mdr2KO) versus H19-knockouts (H19KO and DKO)). Marker genes were identified using Seurat’s FindMarkers function, comparing cluster 2 against all remaining clusters. For volcano plot, statistical significance was assessed using MAST with Benjamini–Hochberg correction (adjusted p < 0.05; |log₂FC| > 0.5). For violin plots, significance for contrasts performed with SeuratExtend with Wilcoxon test.

**Supp Fig 2. Summary of CellChat-inferred cell–cell communication.**

(A) Circle plots showing the number and strength of inferred cell–cell interactions across Wild Type, H19KO, Mdr2KO, and DKO mice. Curve colors correspond to the originating (outgoing) signaling cell type, and curve thickness reflects the relative number of interactions.
(B) Bar charts summarizing total inferred interaction counts and overall interaction strength for each genotype, illustrating the comparative increases or decreases in communication intensity across samples.

**Supp Fig 3. H19 deletion attenuates collagen signaling.**

CellChatv2 collagen signaling pathway analysis. A) Scatter plots and B) circle plots showing significant alterations in both signaling sources and target (receivers) cell populations when comparing diseased and healthy mice. Line colors denote the ligand-expressing (source) cell type, and line width represents the relative interaction strength within the collagen signaling network.

**Supp Fig 4. H19 deletion attenuates FN1 (fibronectin) signaling.**

CellChat v2 analysis of the fibronectin (FN1) signaling pathway.
(A) Scatter plots and (B) circle plots illustrating significant changes in both signaling source and receiver cell populations when comparing diseased and healthy mice. Line colors denote the ligand-producing (source) cell type, and line width reflects the relative interaction strength within the FN1 signaling network.

**Supp Fig 5. H19 deletion attenuates laminin signaling.**
CellChat v2 analysis of the laminin signaling pathway.
(A) Scatter plots and (B) circle plots demonstrating significant changes in both ligand-producing (source) and receiving cell populations when comparing diseased and healthy mice. Line colors indicate the signaling source, and line width represents the relative interaction strength within the laminin network.

**Supp Fig 6. Dot and violin plots illustrating disease- and cell-specific expression switching of Spp1 and Clu.**(A) Dot plot and (B) violin plots showing differential expression of the indicated features across disease states and relevant cell populations. Statistical significance was determined using the Wilcoxon test implemented in SeuratExtend (*p < 0.05, *****p*** < 0.01, ******p*** < 0.001, *******p*** < 0.0001)

**Supp Fig. 7. qPCR validation of disease prediction modeling genes.**

Bar plots showing qPCR results for candidate disease prediction genes in mouse (A) and human (B) hepatic tissue. Gene expression was quantified using the ΔΔCt method and normalized to GAPDH. Data are presented as mean fold change (2⁻ΔΔCt) ± SEM, with individual biological replicates shown as points. Statistical analysis was performed using two-way ANOVA (genotype × sex for mouse; disease status × sex for human). Where residuals violated normality (Shapiro-Wilk test, p < 0.05), rank-transformed ANOVA (Type III) was applied. Normality and homogeneity of variance were assessed using Shapiro-Wilk and Levene's tests, respectively, to determine post-hoc testing: Tukey's HSD (normal, equal variance), Games-Howell (normal, unequal variance), or Mann-Whitney U with Holm's step-down correction (non-normal). *p < 0.05, **p < 0.01, ***p < 0.001.

**Supp Fig 8. Hepatocyte zonation markers**

Dot plot showing the expression patterns of key hepatocyte zonation marker genes across hepatocyte subclusters.

**Supp Fig. 9. APP signaling pathway alterations across genotypes**.

Predicted APP signaling–related cell–cell communication and ligand–receptor interactions stratified by genotype. Bar plots illustrate the relative contribution of individual ligand–receptor pairs to APP signaling. Circle plots depict the corresponding cell–cell communication patterns for each contributing ligand–receptor interaction within each genotype.

**Supp Fig. 10. Random forest–based hepatocyte gene model for disease prediction.**A) ROC-AUC plot showing AUC score for the six-gene prediction model shown in panel B. B) Bar plots showing random forest model variable importance, indicating Gm13775 as the most important in differentiating between healthy and diseased hepatocytes. C) Violin plots showing expression of genes in the prediction model split on (i) cell type and by (ii) disease state.

**Supp Fig. 11. Cell type specific random forest models for H19 expression prediction.**
We selected 11 top genes identified by LASSO Regression were used to generate several cell type specific random forest models closely related to H19 expression split by cell type: ROC-AUC plots for A) cholangiocytes, B) hepatocytes, C) Macrophages.

**Supplemental Figures:**

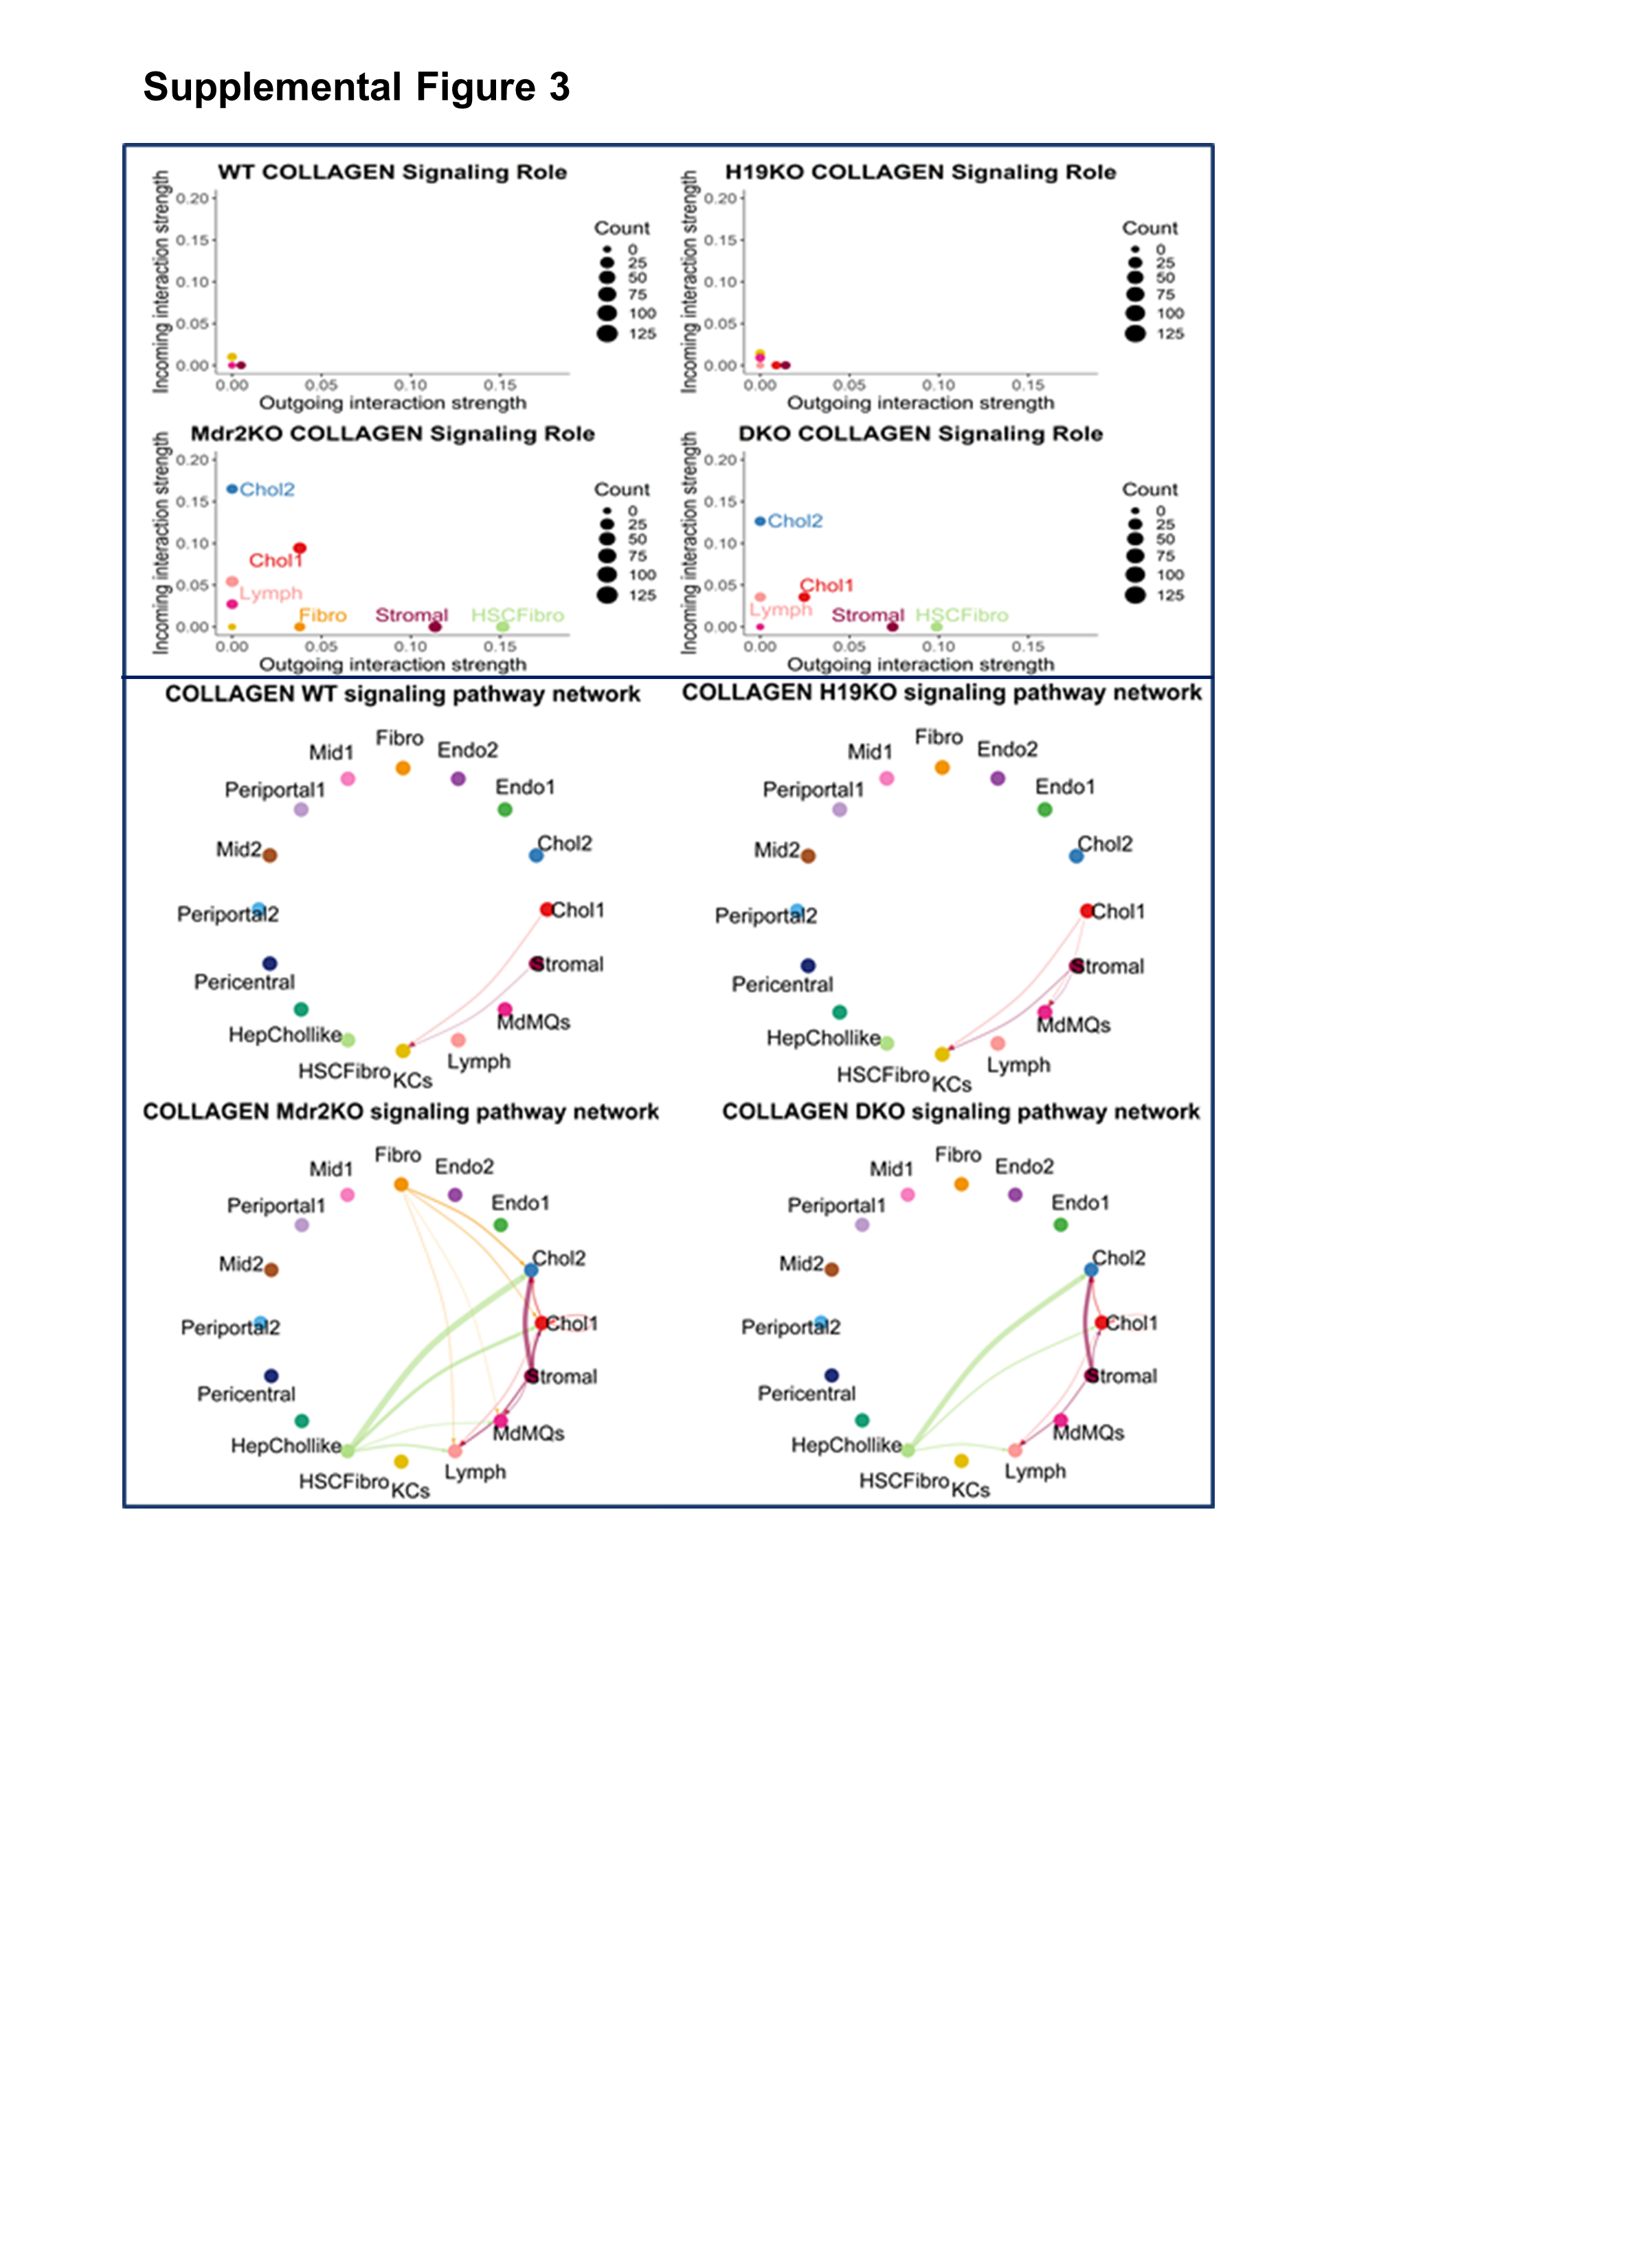

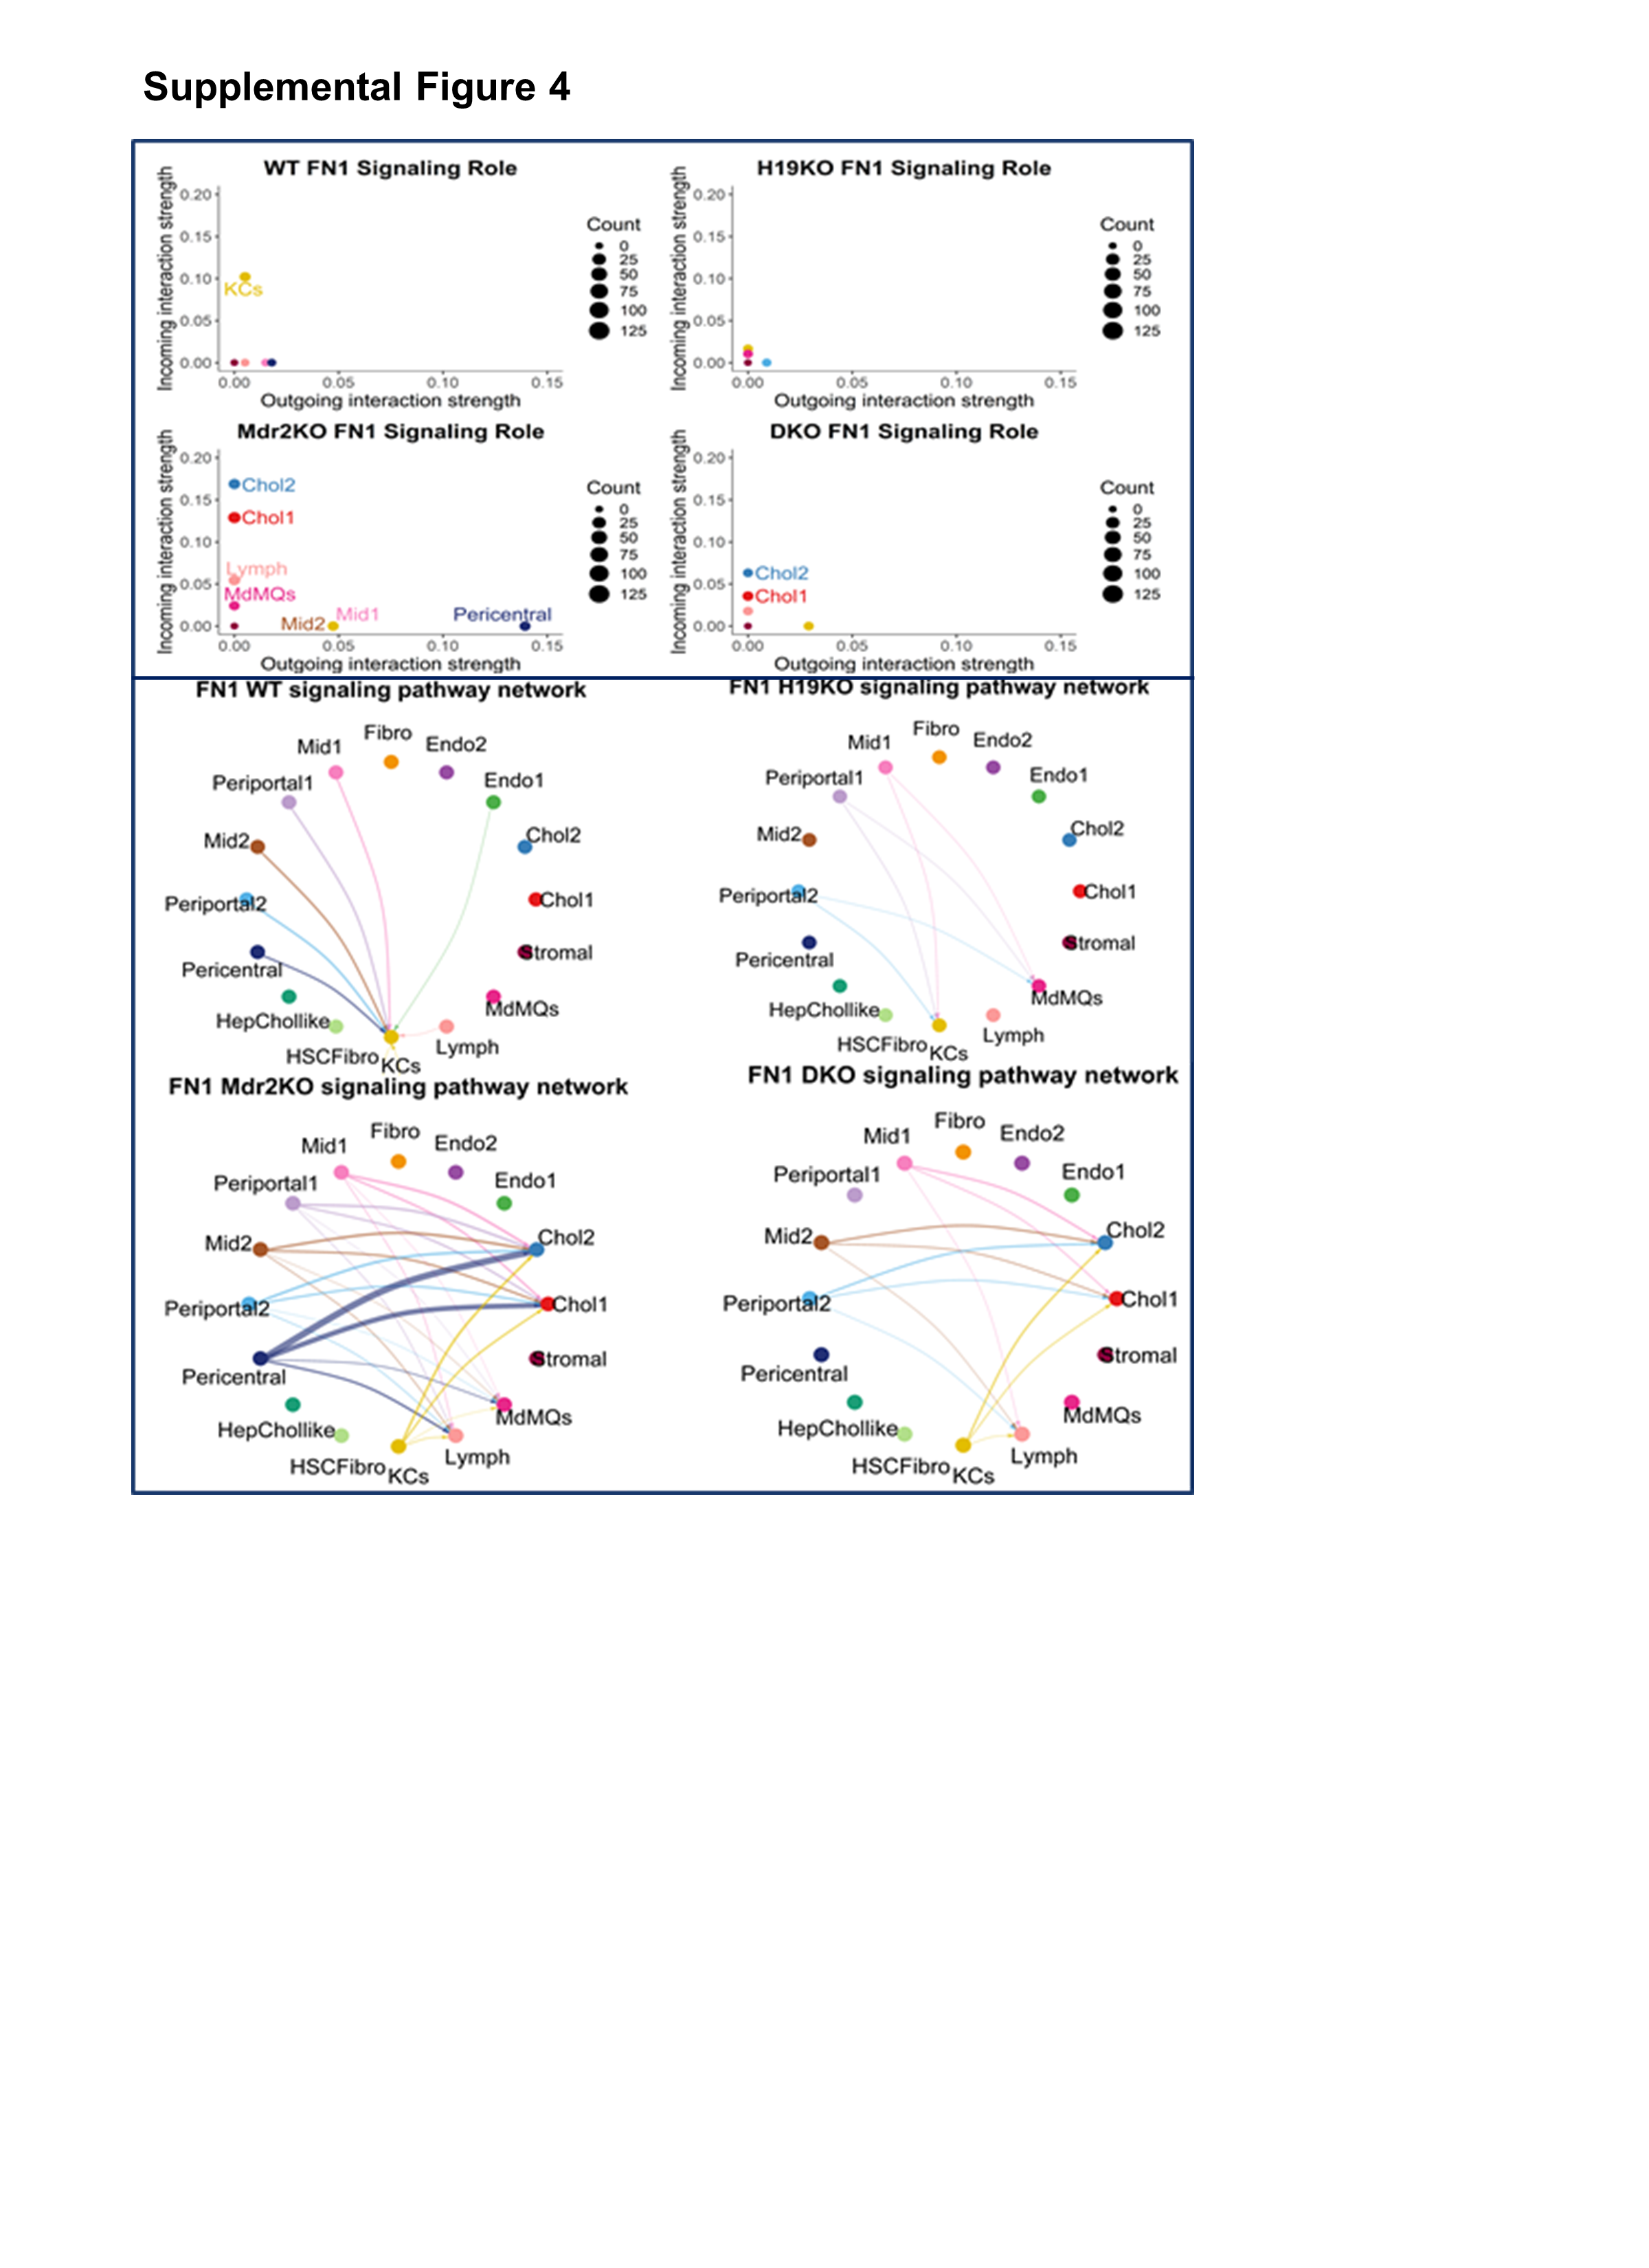

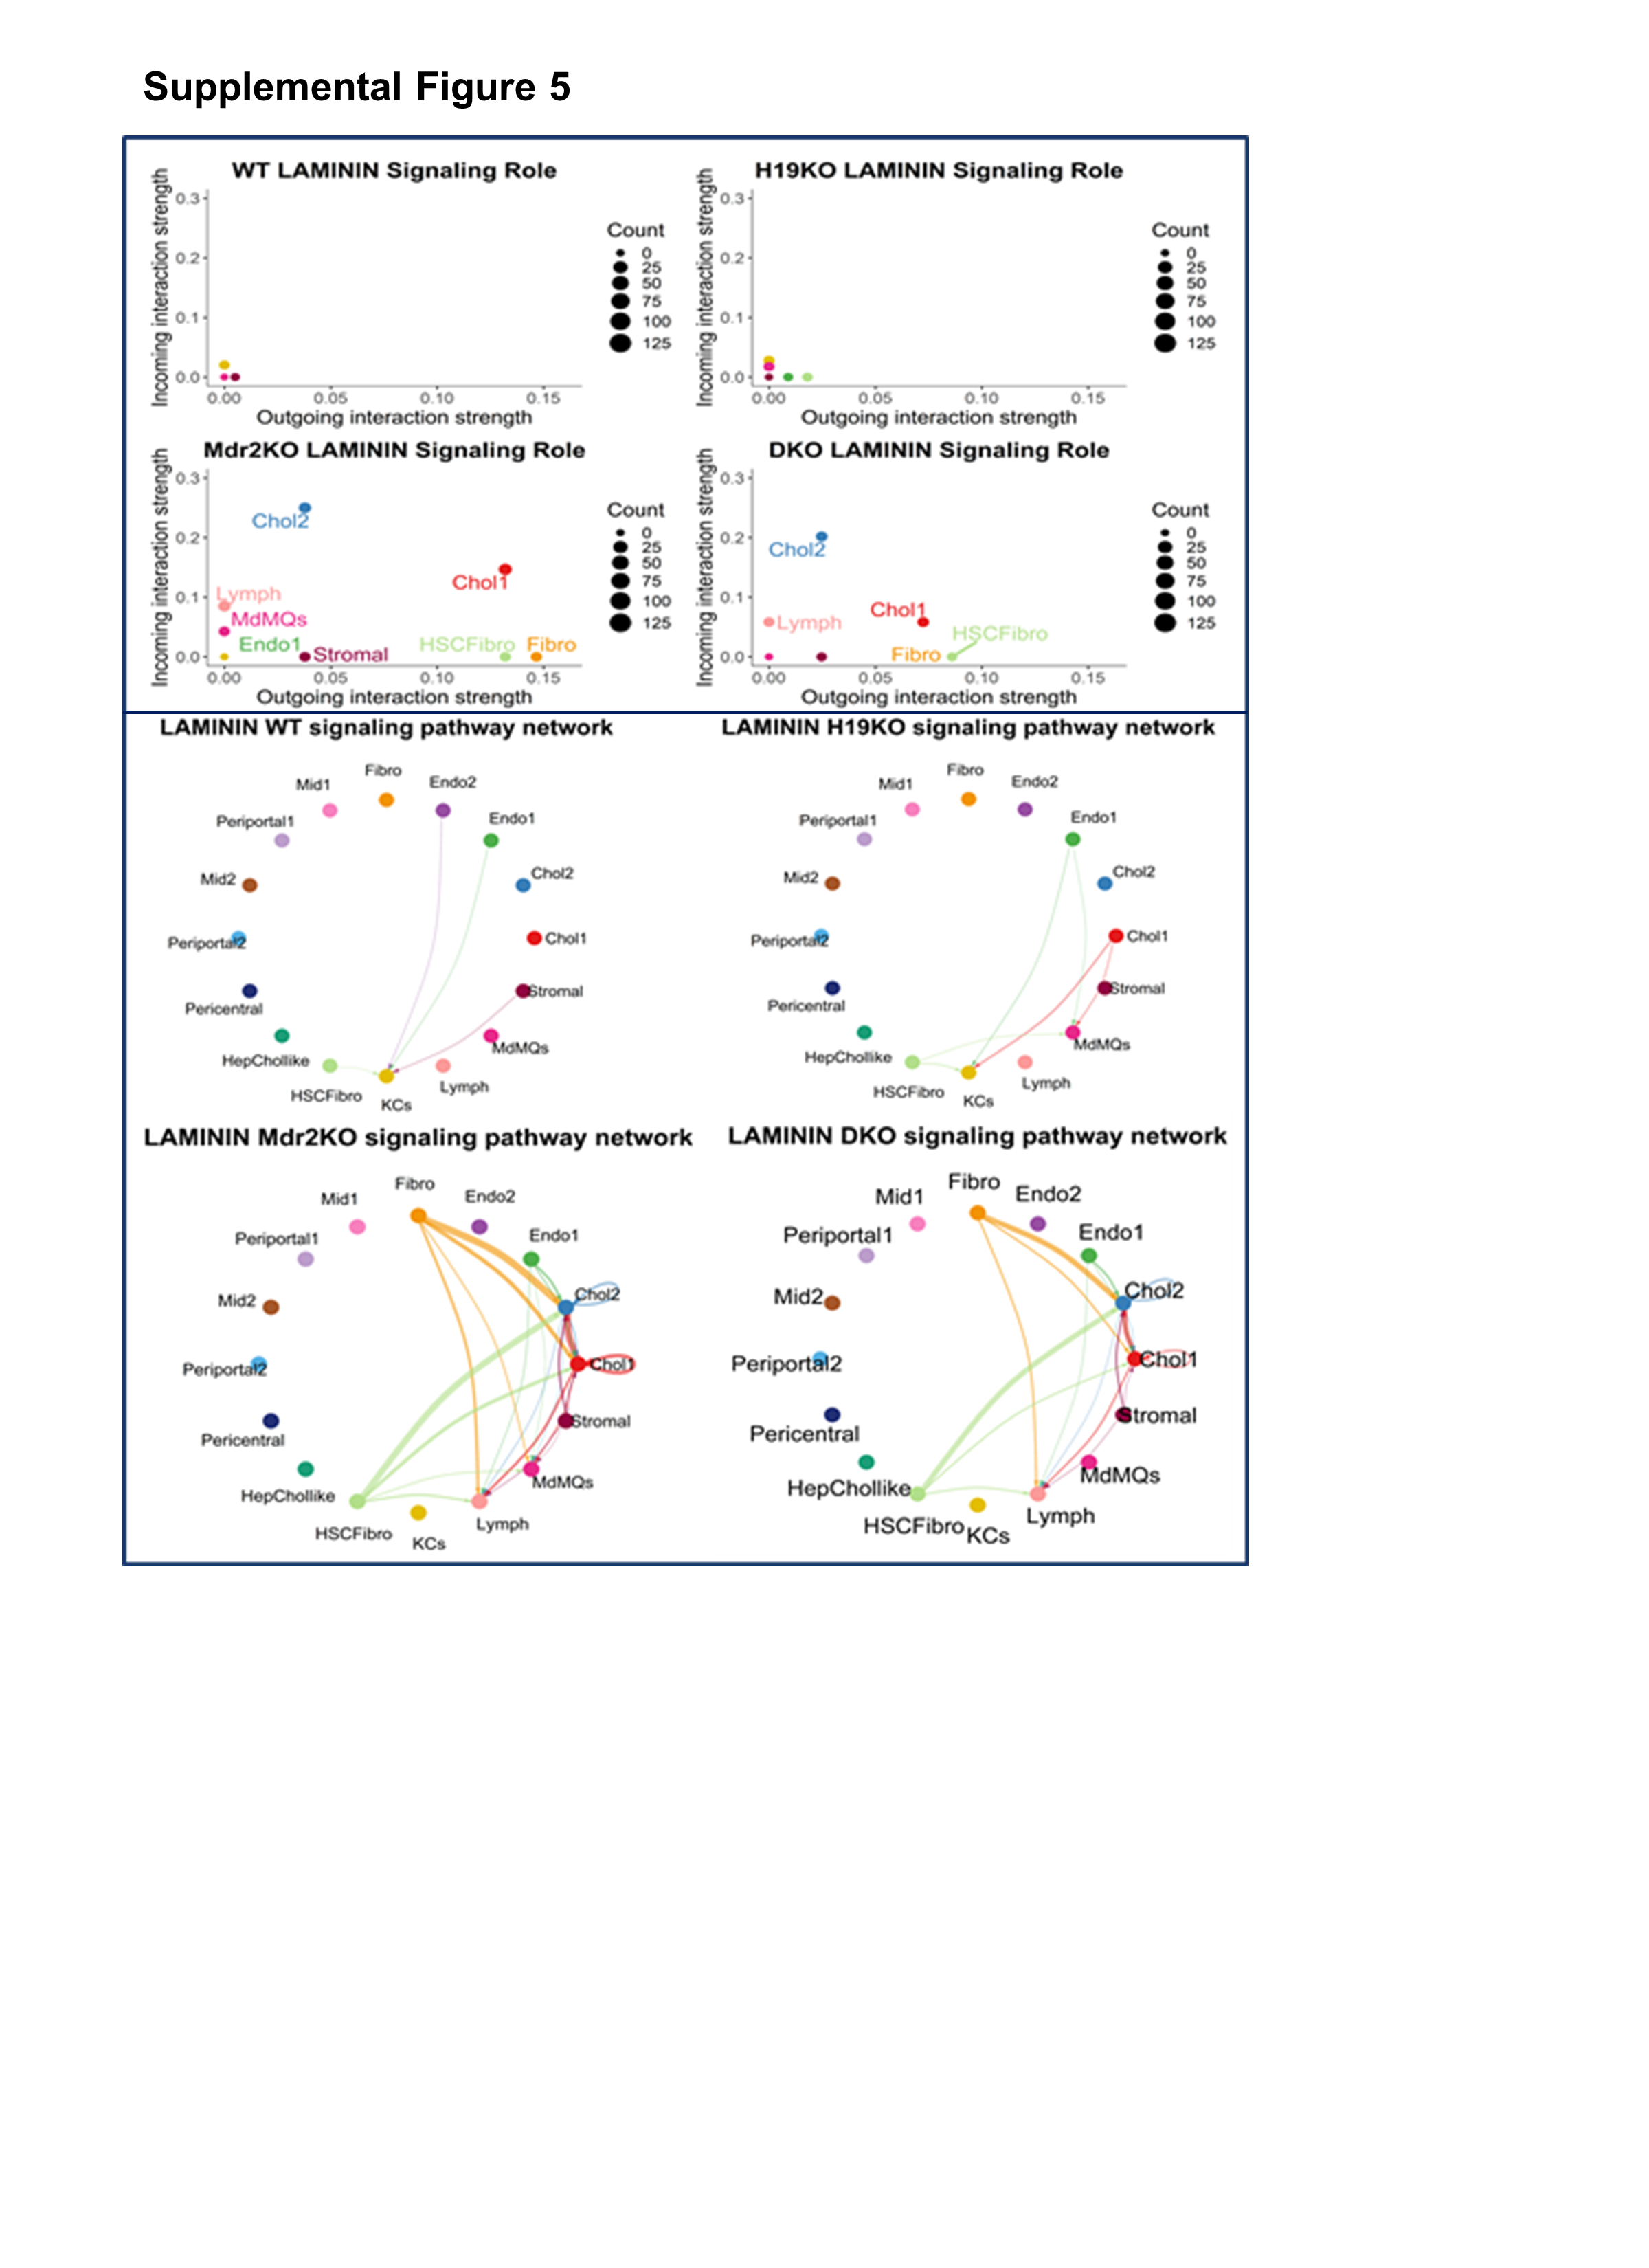

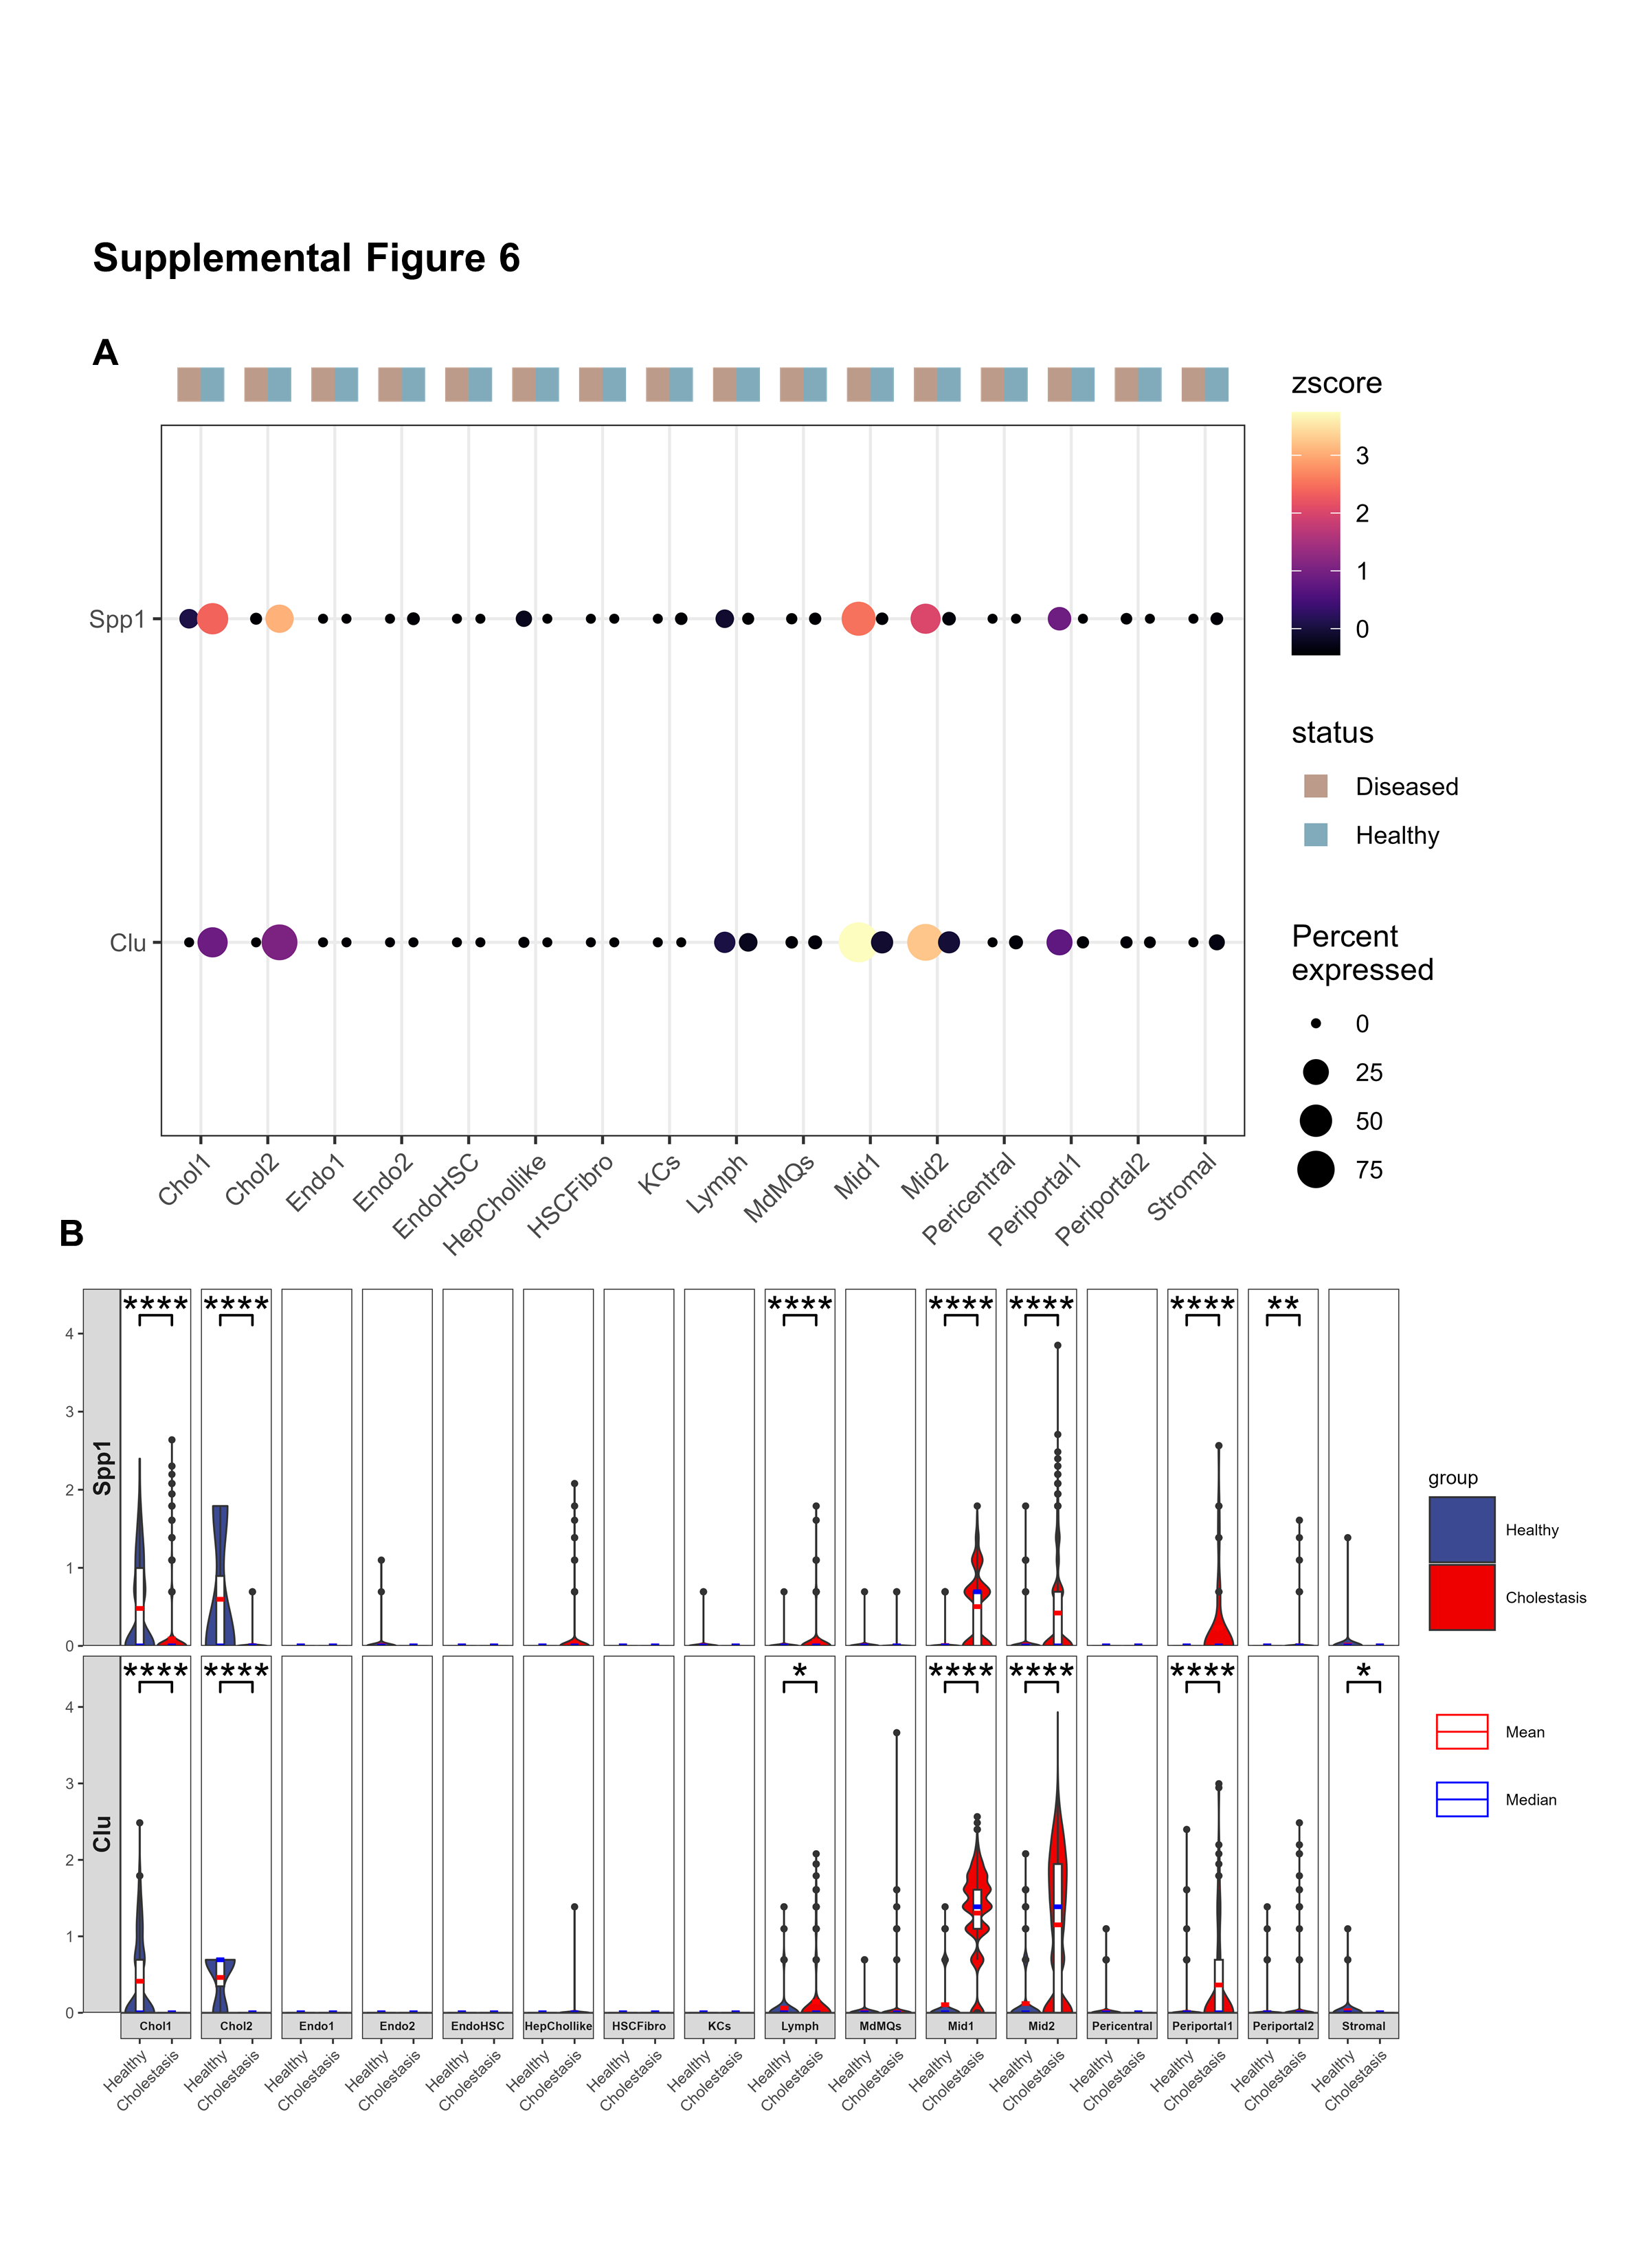

**Supplement:** Supplementary file 1 — Supplementary Material 1

How the deposited data were processed for this re-analysis (not part of the article)

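Livers of 1 WT, 1 H19KO, 1 Mdr2KO and 1 DKO mouse were profiled by snRNA-seq, and liver sections of 4 Mdr2KO and 4 DKO mice by GeoMx. The snRNA-seq counts are as deposited by the authors: they sequenced 10x 3′ v3.1 libraries and counted UMIs per gene and nucleus with Cell Ranger on mm10, introns included, without normalization. The paper gives filters of more than 1200 UMIs and less than 10% mitochondrial UMIs, and less than 2.5% in its main methods. The files hold barcodes from 500 UMIs in WT, H19KO and DKO and 548 UMIs in Mdr2KO, with mitochondrial shares of up to 74.0%, so these filters had not been applied to them. The GeoMx counts are as deposited by the authors: they removed duplicate reads with the GeoMx NGS pipeline and gave counts per probe and captured region, without normalization.

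Nuclei with up to 2.5% mitochondrial UMIs were kept. They were scaled to 10000 counts and log-transformed, and 2000 highly variable genes, 30 principal components and 15 neighbours were used for Leiden clustering at resolution 1.0 (scanpy 1.11.5, leidenalg 0.10.2, Python 3.11.15, seed 0). Of the kept nuclei, 16.4% in WT, 35.2% in H19KO, 35.4% in Mdr2KO and 38.6% in DKO had up to 1200 UMIs. Clusters were named from marker lists for hepatocytes, cholangiocytes, endothelial cells, stellate cells or fibroblasts, Kupffer cells, monocyte-derived macrophages, T or NK lymphocytes, B lymphocytes, neutrophils, stromal cells and the paper's hepatocyte zones and cholangiocyte-like hepatocytes; no cluster was named for neutrophils. A cluster stayed unnamed with a score under 0.3, fewer than 3 markers at 10 CPM, a median depth under 0.333 of its library's with no own marker among its leading genes, leading genes of another type, or, for hepatocytes, another type's markers raised by a log2 of 1.1 or more. These limits were set after the data had been seen. Doublets were scored by Scrublet. Its automatic threshold called 58 nuclei, so the highest scores were taken at a rate of 0.8% per 1000 nuclei (1923 nuclei), a choice made after that count, and doublets are left out only in an alternative. Cholangiocytes were clustered again at resolution 0.3. The sub-cluster led by hepatocyte genes was taken by the marker score used for clusters; by the summed markers, most of which is Alb, a sub-cluster of 25 DKO nuclei ranks first.

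Expression was compared as CPM of the summed nuclei of a type, with exact Poisson intervals for counts, exact conditional intervals for ratios and Clopper-Pearson intervals for shares, each at 95%. The WT and H19KO cholangiocyte sums hold 171483 and 160389 UMIs, so ratios to these carry wide intervals, while the hepatocyte sums hold from 6752994 UMIs in Mdr2KO to 21585777 in WT. Shares between the Mdr2-null and Mdr2-intact mice were compared by an exact permutation test, whose smallest p is 0.333 with 2 mice against 2.

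Sums per mouse were tested with edgeR 4.0.16 (quasi-likelihood, TMM), with DESeq2 1.42.0 as the alternative, in R 4.3.3. The same edgeR test was run on GeoMx sums per mouse, where a probe needed an adjusted p under 0.05 and a log2 fold change above 0.5 in size; limma 3.58.1 was used for fits on single regions and sva 3.50.0 for a surrogate variable. Each test was tested on simulated data with 200 changed genes. Hepatocyte genes changed by Mdr2 status were called for 51 of 100 at 2-fold and 100 of 100 at 4-fold, with 13 false calls. All 35 splits of the 8 GeoMx mice into 4 and 4 were fitted. Random forests (scikit-learn 1.9.0, 500 trees) took the paper's gene lists with 70% of the nuclei of each mouse for training and 30% for testing. With labels permuted over nuclei the AUC was 0.491 in hepatocytes, 0.486 in cholangiocytes and 0.488 in macrophages. Lists of random genes were run with 100 trees.

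Beside marker genes and genes of the checks, genes are named by a rule: those the paper names for the mouse snRNA-seq data; in each summed test, the 3 largest rises and falls among called genes with complete separation of the groups and a mean of at least 20 CPM in the higher group; in Mdr2KO against WT and DKO against Mdr2KO, per cell type, the 3 largest rises and falls with at least 100 counts in the higher library, worked out for hepatocytes and cholangiocytes only; and H19 and Abcb4. In GeoMx no probe met the rule. Coordinates are from the GENCODE annotation of mm10. Alternatives changed the nuclei, doublets, clustering, ambient correction, scaling, depth, weight of nuclei, hepatocyte class, test, covariate, filter, normalization and replicates.

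Harmony, SoupX, SCTransform, LASSO, CellChat, Monocle3 and RUV4 were not run; the ambient share was subtracted in an alternative instead. The kinds of GeoMx regions are not given by the labels, so no comparison by kind was made. The human data and qPCR are not analysed here. A marker gene and a gene of the matrix pathways are not reported here.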

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

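All tests in this part were chosen after the result was seen, apart from that of genes whose liver level depends on sex, and the results below were picked out by rules set before the data were examined, as were the main settings and the alternatives not said to be chosen later.

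For 6 genes the paper names, the difference between the H19-deleted and the H19-intact library has opposite directions in the healthy and the diseased pair. The log2 ratios of H19KO against WT and of DKO against Mdr2KO were −0.62 and 0.48 for C6, −0.93 and 0.33 for Cdh1, 0.27 and −1.69 for Gm13775 and −0.97 and 0.97 for Hamp in hepatocytes, and 3.00 and −3.31 for Csmd1 and 1.03 and −0.55 for Lama4 in cholangiocytes. Each ratio is between single mice, and the difference between the pairs was not tested. The Cdh1 ratio of DKO against Mdr2KO includes the nuclei of the cholangiocyte-like cluster, 2.80% of Mdr2KO and 7.28% of DKO nuclei and none of WT and H19KO. They held Cdh1 at 323.8 and 336.5 CPM. In cluster 2 alone Cdh1 stood at 66.3 CPM (59.9 to 73.2) in Mdr2KO and 73.8 CPM (67.7 to 80.2) in DKO, with overlapping intervals. The rise of Csmd1 in H19KO rests on 30 UMIs in 4 of 99 nuclei and became −0.62 with doublets left out and −0.12 after thinning to 1200 UMIs. That of Lama4 rests on 22 and 42 UMIs, and was 0.72 (−0.09 to 1.57) without the cholangiocyte sub-cluster led by hepatocyte genes. An effect of H19 that depends on disease is possible in this design but cannot be told apart here from differences between single mice, or from the unlike sex markers of DKO, for which Csmd1 (−3.31) is an example: no 2 mice of 1 genotype differ in these markers.

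Genes of the Y chromosome, which the paper does not report on, were counted in the DKO library above their level in the other 3: Uty at 30.3 CPM, Ddx3y at 12.2, Eif2s3y at 9.05 and Kdm5d at 8.26. A Y-linked UMI was seen in 10.5% of DKO nuclei and in at most 0.334% of those of any other library. Xist was seen in 0.212% of DKO nuclei, against 79.2% or more elsewhere. The lowest rise of a Y-linked gene over its highest level elsewhere was 14.4-fold (Ddx3y), as a male mouse would give. Tables argue against loss of Xist in a female mouse, since Uty was 197 times its highest level in the other libraries, against a mixture of male and female nuclei, since Xist in DKO was 0.0269% of its level in Mdr2KO, and against the H19 deletion as the reason, since Xist stood at 2962 CPM in H19KO. A male DKO mouse is therefore a candidate explanation, against the paper's description of female mice, and sex stays open as a biological explanation of differences between DKO and Mdr2KO. Tables argue against a mislabelled library of a healthy mouse with intact Mdr2, since cholangiocytes were 19.0% of DKO nuclei, near the 17.3% of Mdr2KO and far above WT and H19KO (at most 1.22%). A mislabelled library of another Mdr2-null mouse cannot be told apart from a male DKO mouse. The 39 H19 UMIs are counted per gene without read positions, so they do not test the H19 genotype. Nor do the Abcb4 counts show the Mdr2 genotype, at 411 CPM in Mdr2KO and 313 CPM in DKO against 517 CPM in WT, so Mdr2-null here follows the labels and the cell types. Of 5 genes with male-biased expression in liver that had enough counts, 1 was higher and 3 were lower in DKO than in Mdr2KO hepatocytes, and of 7 female-biased genes 3 were higher and 3 lower; this test, planned before the values were seen, did not decide.

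The DKO library holds 39 H19 UMIs, above the limit that a count of 0 allows, while H19KO holds 0. Transcripts of the allele without exon 1 may give them. They cannot be told apart from intact transcripts, because counts per gene do not show whether exon 1 is present. The WT library also holds 0, so a count of 0 in H19KO does not test the deletion either.

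In 10 tests on groups of 4 mice, no mouse lay beyond Dixon's critical value, which chance alone passes in about 1 of 20 tests. With 4 snRNA-seq and 8 GeoMx mice, these tests reuse the same mice and are not independent.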

How the results depend on the processing

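The alternatives chosen after the result was seen are those with nuclei above 1200 UMIs, with the unnamed hepatocyte-like clusters, without the cholangiocyte-like cluster in the summed tests, without the cholangiocyte sub-cluster led by hepatocyte genes, with a doublet rate, and the GeoMx fits by plate position beyond the covariate or with a surrogate variable. No paired analysis was possible because the labels do not say which mice were littermates.

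Of 76 ratios of single genes in hepatocytes and cholangiocytes, 692 values under alternatives were computed: 504 stayed close to the first value, 184 moved and 4 reversed. Scaling by TMM moved 20 of 76 and reversed 0, the ambient share 12 and 0, thinning 31 and 1. The reversed ones were Csmd1 in H19KO against WT cholangiocytes (3.00; −0.62 with doublets left out, −0.12 after thinning to 1200 UMIs), Chka in DKO against Mdr2KO cholangiocytes (−0.13; 0.027 with each mouse clustered alone) and Apob in Mdr2KO against WT hepatocytes (−0.27; 0.0044 with the unnamed hepatocyte-like clusters).

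The 2483 hepatocyte genes changed by Mdr2 status became 4203 without the filter on low counts and 1373 without the cholangiocyte-like cluster. Leaving out 1 mouse gave 831 to 1996 genes: 1747 without WT, 1996 without H19KO, 1267 without Mdr2KO and 831 without DKO. The 750 cholangiocyte genes became 1466 without the filter, 1285 with H19 status as a covariate, 473 with nuclei of up to 10% mitochondrial UMIs, 472 with doublets left out, 529 without the sub-cluster led by hepatocyte genes and 304 with nuclei above 1200 UMIs. That sub-cluster holds 38.1% of the WT cholangiocyte UMIs, and without it the ratio of Spp1 in Mdr2KO against WT cholangiocytes went from −0.13 to −0.64 (−0.92 to −0.35). Leaving out 1 mouse gave 102 to 828 genes, with 102 without WT and 263 without H19KO, whose sums are the smallest, 761 without Mdr2KO and 828 without DKO.

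Between H19-deleted and H19-intact mice, edgeR called 0 hepatocyte genes under every alternative run, with 189 at an unadjusted p under 0.05 at the main setting and 134 by DESeq2, which also called 0. In cholangiocytes edgeR called 0 (35 at an unadjusted p under 0.05; DESeq2 0, with 7), 4 without the filter on low counts (Dmbt1, Kcnc2, Cyp2c69 and Uty) and 58 with Mdr2 status as a covariate. Leaving out 1 mouse gave 0 to 2 genes; without H19KO the 2 were Xist and Tsix.

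For the shares of nuclei, the Kupffer difference of −1.45 points reversed to 5.79 at Leiden resolution 0.5. Leaving out 1 mouse moved that of stellate cells and fibroblasts (3.38) from −0.169 (without Mdr2KO) to 6.94 (without DKO), and that of B lymphocytes (0.0924) from −0.150 (without WT) to 0.335 (without H19KO). The exact permutation p at the main setting was 0.667 and 1 for these 2 types.

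The Csmd1-high share of Mdr2KO (85.8%) ran from 22.0% to 89.0%: 76.1% at sub-clustering resolution 0.6, 77.7% with up to 10% mitochondrial UMIs, 81.9% above 1200 UMIs, 89.0% with doublets left out and 22.0% as nuclei with at least 2 UMIs after thinning. That of DKO (58.1%) was 4.20% at resolution 0.6, 50.1% above 1200 UMIs and 2.00% after thinning.

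The AUC in hepatocytes (0.847) was 0.639 when trained on WT and H19KO, 0.754 when trained on Mdr2KO and DKO and 0.751 after thinning. In cholangiocytes (0.715) it was 0.508 and 0.481 across pairs, and in macrophages (0.736) 0.618 when trained on WT and H19KO.

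In GeoMx, edgeR on sums per mouse called 0 probes with 224 at an unadjusted p under 0.05 (DESeq2 0, with 241), and 0 with each mouse left out in turn (93 to 478 at an unadjusted p under 0.05). The setting without a filter removed no probe and so tests nothing. Chosen after seeing the data, single regions with plate position as a covariate gave 8 probes with the mouse ignored and 7 with the mouse as a random effect, and the mice of the upper and of the lower plate rows alone gave 30 and 14.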

Differences from the paper's values

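The paper's tests of gene expression in the snRNA-seq data took nuclei as replicates, while values here compare sums of 1 mouse per genotype. The p-values of those tests have no counterpart here. For cell-type shares the paper compared percentages of 2 mice against 2 by Welch's t-test. Its hepatocyte values are compared with all named hepatocytes here, including cholangiocyte-like ones. This group leaves out the unnamed low-UMI cluster, where the markers of the paper's mid-lobular hepatocytes scored highest. Shares from the paper's supplementary tables are fractions. The cause of a difference was not tested unless stated in another part. The alternatives named are those set before the data were examined unless said otherwise. For doublets left out, the rate of calling was chosen after the count of the automatic threshold had been seen.

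The paper gives 16 clusters after integration and annotation of cell types. Here 33 clusters were found without integration and before naming, and 25 to 42 with other settings, so these counts are not measured alike. For Spp1 in hepatocytes the paper's log2 fold change of Mdr2KO against DKO is 1.595 and the value here 0.5502 (0.3471 to 0.8001, no alternative closes the gap). The paper's share of hepatocytes with Spp1 in DKO is 0.215 and here 0.3437 (within range with nuclei thinned to 1200 UMIs, the only alternative run for shares), and in WT the paper's is 0.039 and here 0.01613 (thinning does not close it). For Cd74 the paper's log2 fold change of Mdr2KO against DKO is 1.325 and here 0.3062 (0.1928 to 0.5132, none). Within the low-UMI cluster alone, the log2 ratios of DKO against Mdr2KO were −1.16 for Spp1 and −0.98 for Cd74. These are nearer in size to the paper's values, but that cluster also holds RNA of other cell types. For Cd74 the log2 fold change of Mdr2KO against WT is 3.433 in the paper and 3.016 here. The nearest alternatives gave 3.335 with up to 10% mitochondrial UMIs and 3.236 with the ambient share subtracted, and the others 2.76 to 3.203. The paper's share of WT hepatocytes with Cd74 is 0.094 and here 0.05368 (thinning does not close it).

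For Ikbkb in hepatocytes the paper's log2 fold change of Mdr2KO against DKO is −0.330 and here −0.1479. The alternatives gave −0.1656 to −0.01241, none as low as the paper's value. Against WT the paper's is −0.463 and here 0.003124, with −0.106 to 0.3022 under the alternatives, again none as low. The paper's share of Mdr2KO hepatocytes with Ikbkb is 0.26 and here 0.4395 (thinning does not close it).

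In cholangiocytes the paper's log2 fold changes of Mdr2KO against DKO and against WT are −3.661 and −3.375 for Frmd4b (here −0.1453 and 0.08891), −7.969 and −7.904 for Gnas (here 0.2672 and 0.5243) and −3.414 and −4.943 for Agmo (here −0.09415 and −0.8788); no alternative closes any of these gaps. The paper's share of Mdr2KO cholangiocytes is 0.012 with Frmd4b (here 0.3745), 0 with Gnas (here 0.4198) and 0.024 with Agmo (here 0.567), and thinning closes none. The paper's share of DKO cholangiocytes with Agmo is 0.285 and here 0.529 (thinning, 0.3933, closes it). For Csmd1 the paper's log2 fold change of Mdr2KO against DKO is 3.591 and here 3.314. The nearest alternatives gave 3.421 with doublets left out and 3.73 after thinning.

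The paper's share of monocyte-derived macrophages is about 0.3% in WT in Fig. 1C, read by eye, and here 0.8813% (0.2789% at Leiden resolution 2.0 closes the gap; the others do not), and about 2% in H19KO in Fig. 1C, read by eye, and here 0.8524% (none). The paper's share in the Csmd1 cluster is about 8% in Mdr2KO in Fig. 2C, read by eye, and here 85.75% of cholangiocytes (22.03% to 88.98%, none), and about 1% in DKO in Fig. 2C, read by eye, and here 58.08% (1.998% to 60.32%, none). The denominator of the paper's percentages was not settled, so these gaps hold for shares of cholangiocytes only. Among all 6139 Mdr2KO and 7540 DKO nuclei the sub-cluster held 909 and 830, and 807 and 60 at resolution 0.6. Such shares of all nuclei were not compared with the paper's.

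The paper states that Clu and Spp1 go with healthy cholangiocytes. Here Clu was higher in Mdr2KO than in WT cholangiocytes (log2 ratio 0.99), and Spp1 differed by −0.13 with an interval that includes 0, or by −0.64 (−0.92 to −0.35) without the sub-cluster led by hepatocyte genes, a setting chosen after seeing the data. Both genes also rose in T or NK lymphocytes (Clu from 242 to 1375 CPM, Spp1 from 14.3 to 387 CPM), so free RNA is part of these values and they do not decide against the paper's statement. The paper states that Clu, Spp1 and Cd74 in diseased hepatocytes turn back toward WT with H19 deletion. Here Clu was higher in DKO than in Mdr2KO hepatocytes (0.33), while Spp1 and Cd74 were lower (−0.55 and −0.31). The paper names 4 hepatocyte genes as reduced by H19 deletion: 3 were (Cers6, Ces1c and Ahsg, in both pairs), while Apob had log2 ratios of 0.02 in DKO against Mdr2KO and 0.27 in H19KO against WT. The paper states that Ikbkb is reduced in Mdr2KO hepatocytes, which the values above do not show. The paper states that pathways including fibronectin are raised in Mdr2KO and normalized in DKO; Fn1 was lower in Mdr2KO than in WT (−1.10 over all nuclei, −0.79 in hepatocytes), while the 14 collagen and laminin genes reported here were higher. The paper reports shares of cell types as changed, with p-values from Welch's t-test on 2 mice against 2. The exact permutation test on the same grouping gave p = 0.333 at its smallest. That is the lowest p which 2 mice against 2 allow, so it does not speak against the paper's p-values.

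The paper reports AUCs of 0.909, 0.867 and 0.764 for hepatocytes, cholangiocytes and macrophages; here they were 0.8472, 0.7154 and 0.7358. Counted from 0.5, which is no separation, the paper's cholangiocyte value of 0.867 is more than 1.5 times that here (0.4814 to 0.7223, no alternative closes the gap). The paper reports differentially expressed genes in GeoMx by kind of region. On sums per mouse edgeR called 0 probes (224 at an unadjusted p under 0.05; DESeq2 0, with 241). Settings that did call probes were chosen after seeing the values: 8 and 7 with single regions and plate position as a covariate, and 30 and 14 within the upper and the lower plate rows; without gene names it is not known how many of the paper's genes these drop. The paper describes the mice as female, and the DKO library has Xist at 0.696 CPM and Uty at 30.3 CPM.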

Other observations

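The tests in this part chosen after the result was seen are those on Spp1, Cd74, Clu, C6, Npas2 and Cdh1, on Csmd1, on the hepatocyte share, on the random forests, on genotype as the reason for the split by plate rows and on the genotype difference within and between the 2 sets of mice; the others were planned.

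In Mdr2KO and DKO, a cluster of low-depth nuclei holds RNA of hepatocytes, cholangiocytes, plasma cells and macrophages together and has the highest Spp1 level of the Mdr2KO clusters, 1277 CPM. If the Spp1 UMIs in hepatocyte nuclei came from such RNA, they would be the same fraction of this cluster's level as genes of other cell types. The level of Spp1 in the main hepatocyte cluster was 10.5% of that in the low-depth cluster in Mdr2KO, and that of Cd74 10.9%, within the range of Krt19, Lyz2, Epcam, Igha and Igkc (8.22% to 14.3%). In DKO they were 13.8% and 17.5%, against 12.0% to 19.7%. Free RNA is thus a candidate explanation of Spp1 and Cd74 in the nuclei of the main hepatocyte cluster. Genes of hepatocytes also stood lower in that cluster than in the low-depth cluster. In Mdr2KO, Hp was at 750 against 4397 CPM and Hpx at 953 against 5580 CPM. A low percentage therefore does not exclude expression in hepatocytes. The same mixture also fills 86 Mdr2KO droplets with a median of 9969 UMIs and 311 DKO droplets with 9641 UMIs, where Spp1 stood at 1218 and 516 CPM and Krt19 at 98.6 and 64.0 CPM. Whether hepatocytes in these or in the low-depth cluster transcribe Spp1, or whether the droplets hold cytoplasm or RNA of several cells, was not tested. For Clu, at 15.8% in Mdr2KO and 20.3% in DKO, just above the 5 genes, free RNA and expression in hepatocytes cannot be told apart, since the counting intervals overlap. The tables argue against free RNA for C6 and Npas2, whose lowest percentage was 156% and which also lay above the 5 genes with T or NK lymphocytes as the standard. Cdh1 lay above the 5 genes by the first standard (36.6% and 44.3%). As a percentage of the level in T or NK lymphocytes it was at 70.7% and 66.8%, against up to 44.2% and 50.0%, with counting intervals that overlap, so free RNA and expression in the main hepatocyte cluster cannot be told apart for it. The fall of Spp1 from Mdr2KO to DKO was larger in the low-depth cluster (log2 ratio −1.16) than in the main hepatocyte cluster (−0.77), and so was that of Cd74 (−0.98 and −0.29), so less free RNA of these genes in DKO may account for the lower level in hepatocytes. Why they fell in the cholangiocytes and other sources of that RNA was not tested.

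Counts of hepatocyte genes in other nuclei may have the same source. In each library Mat1a and Ugt2b5 in macrophage nuclei, at up to 89.0% of their hepatocyte level, lay within the range of 7 hepatocyte markers. So did Agmo in cholangiocyte nuclei, at up to 84.7%. In cholangiocytes this range is wide, from 14.3% to 121% in Mdr2KO, where it also holds Frmd4b at 49.1%. Lying within it therefore says little about Agmo. The 7 markers include genes as abundant as Alb and Cps1 and as scarce as Asgr1. The ambient share estimated from 4 endothelial genes (11.4% in Mdr2KO) does not cover such levels, so it does not measure free RNA of hepatocytes.

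The lower Csmd1 in DKO cholangiocytes (log2 ratio −3.31) is not explained by fewer nuclei of the Csmd1-high sub-cluster alone. With the shares of DKO and the levels of Mdr2KO, the ratio would be −1.58 at sub-clustering resolution 0.6 and −0.39 to −0.43 at the 3 other clusterings, so how much of the fall goes with the shares depends on the resolution. A second sub-cluster, led by Dmbt1 and with few Csmd1 UMIs, rose from 9.62% of Mdr2KO to 33.7% of DKO cholangiocytes; the paper does not report it by this gene, and no explanation of it was tested.

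The lower share of hepatocyte nuclei in Mdr2KO and DKO is not explained by the mitochondrial filter, with a difference of −23.0 points at up to 10% mitochondrial UMIs, or by hepatocytes among the unnamed clusters, with −31.2 points when every unnamed and cholangiocyte-like nucleus is counted as a hepatocyte. Unequal recovery of nuclei from fibrotic liver was not tested. Stellate cells and fibroblasts were fewer in DKO than in Mdr2KO, while their Col1a1 level was higher (log2 ratio 1.49); with 1 mouse of each this was not tested further.

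Random forests for H19 status separate single mice, and lists of random genes also do. Trained on WT and H19KO and tested on Mdr2KO and DKO, 37 of 100 random lists did as well as the paper's cholangiocyte genes, so differences between single libraries may account for the AUC there. For hepatocytes 11 of 100 and for macrophages 4 of 100 did as well. These do not exclude differences between libraries, although the macrophage list met the bound of 95 of 100 set for that, because the study chose its lists on these same libraries and the random lists were not so chosen; an effect of H19 and differences between libraries cannot be told apart.

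The GeoMx mice fall into 2 sets by the upper and lower plate rows, with 2 of each genotype in each. The first principal component, with 85.3% of the variance, follows this, and the split by plate rows called 3737 probes, while the split by genotype and the other 33 called 0. With 0 probes for the genotypes, each of the 35 splits calls at least as many by construction, so chance cannot be excluded and the count of splits tests nothing. A split that calls so many probes points to a structure of the samples. Background counts as a larger part of the total may explain it: in the 4 mice of the upper rows the lowest 10% of probes took 5.16% or more of the counts, against at most 3.77% in the lower rows, and the highest 10% took 23.7% to 29.2% against 42.8% to 45.0%. The tables argue against the number of counts by itself, since 3937 probes were called with all mice thinned to 4336673 counts. They also argue against genotype, since 2 mice of each genotype lie on each side of the first principal component. Totals separate the sets as well, with 4336673 to 7560792 counts in the upper rows and 11547819 to 16304552 in the lower. Thinning keeps the background share of each mouse, so it does not exclude a low yield that goes with more background. Whether the sets also differ in slide, day or tissue is not given by the labels.

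With plate rows as a covariate edgeR called 0 probes and with low regions left out 0, as without either, so neither plate rows nor a few regions with low totals were tested as the source of a call. Short of the threshold, plate rows do shape the genotype result: probes at an unadjusted p under 0.05 went from 224 to 2721 with this covariate, and to 228 with low regions left out. The genotype difference correlated weakly between the sets over 20175 probes (r = 0.151), with 56.4% of probes of the same sign, and 3 probes differed between the sets in their genotype difference by an interaction test (1841 at an unadjusted p under 0.05).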
